# Intronic regulation of *Aire* expression by Jmjd6 for self-tolerance induction in the thymus

**DOI:** 10.1038/ncomms9820

**Published:** 2015-11-04

**Authors:** Toyoshi Yanagihara, Fumiyuki Sanematsu, Tetsuya Sato, Takehito Uruno, Xuefeng Duan, Takahiro Tomino, Yosuke Harada, Mayuki Watanabe, Yuqing Wang, Yoshihiko Tanaka, Yoichi Nakanishi, Mikita Suyama, Fukui Yoshinori

## Abstract

The thymus has spatially distinct microenvironments, the cortex and the medulla, where the developing T-cells are selected to mature or die through the interaction with thymic stromal cells. To establish the immunological self in the thymus, medullary thymic epithelial cells (mTECs) express diverse sets of tissue-specific self-antigens (TSAs). This ectopic expression of TSAs largely depends on the transcriptional regulator Aire, yet the mechanism controlling Aire expression itself remains unknown. Here, we show that Jmjd6, a dioxygenase that catalyses lysyl hydroxylation of splicing regulatory proteins, is critical for Aire expression. Although Jmjd6 deficiency does not affect abundance of *Aire* transcript, the intron 2 of *Aire* gene is not effectively spliced out in the absence of Jmjd6, resulting in marked reduction of mature Aire protein in mTECs and spontaneous development of multi-organ autoimmunity in mice. These results highlight the importance of intronic regulation in controlling Aire protein expression.

## Abstract (web summary)

Jmjd6 is a dioxygenase that catalyses lysyl hydroxylation of splicing regulatory proteins. Here the authors show that Jmjd6 directs splicing of a central tolerance regulator Aire in medullary thymic epithelial cells, and that Jmjd6 deficiency leads to loss of Aire and multi-organ autoimmunity in mice.

The thymus has spatially distinct microenvironments, the cortex and the medulla, where developing T-cells are selected to mature or die through the interaction with thymic stromal cells^1^,^2^. Cortical thymic epithelial cells (cTECs), a major stromal cell-type in the cortex, direct differentiation of CD4^+^CD8^+^ immature thymocytes that are capable of recognizing self-major histocompatibility complex (MHC) molecules. On the other hand, medullary thymic epithelial cells (mTECs) play an important role in self-tolerance induction by eliminating self-reactive T-cells. A unique property of mTECs is their expression of diverse sets of peripheral tissue-specific self-antigens (TSAs)^3^,^4^. This ectopic expression of TSAs largely depends on the transcriptional regulator Aire^5^,^6^,^7^,^8^, which is expressed in mature mTECs^9^,^10^,^11^. The homozygous mutations of human AIRE cause an autoimmune disease known as autoimmune-polyendocrinopathy-candidiasis ectodermal dystrophy^12^,^13^. Similarly, Aire-deficient mice develop multi-organ autoimmunity with the failure to delete self-reactive T-cells^5^,^14^,^15^. Despite an important role in self-tolerance induction, the mechanism controlling Aire expression itself is poorly understood.

Alternative splicing is a major cellular mechanism in metazoans for generating proteomic diversity^16^,^17^. This is a posttranscriptional process in which premature transcripts are selectively cut and joined in more than one way to generate multiple mRNAs from a single gene. There are three forms of alternative splicing: exon skipping, alternative splice site usage and intron retention^17^. Of these, intron retention is the least frequent alternative splicing form^17^, which occurs when an intron, having been transcribed as a part of a pre-mRNA, is not spliced out. The sequence structure of most introns consists of a short 5′ splice site boundary, a minimal AG dinucleotide 3′ splice site boundary, a catalytic adenosine and a polypyrimidine tract (PPT)^16^. Mechanistically, intron retention is considered to be the result of weak splice site sequences that are not properly recognized by spliceosome^18^. Intron retention often inserts a premature termination codon in the mature transcript that would then be degraded by non-sense-mediated decay^19^. Therefore, its physiological significance has been so far overlooked.

Jmjd6 is a member of the JmjC-domain containing proteins that are involved in a wide range of oxidation reactions^20^. Jmjd6 was initially identified as a phosphatidylserine receptor that mediates recognition and engulfment of apoptotic cells^21^. However, recent evidence indicates that Jmjd6 is a nuclear protein and catalyses lysyl hydroxylation of multiple substrates, including splicing regulatory proteins, transcription factors and histones, in a manner dependent on the Fe(II) and 2-oxoglutarate^22^,^23^,^24^,^25^. Jmjd6 deficiency in mice causes abnormal development of multiple organs during embryogenesis and led to perinatal lethality^26^,^27^,^28^; yet, its role in the immune system and immune responses remain unclear. Here we show that Jmjd6 plays a key role in induction of central tolerance by controlling Aire expression in mTECs. Although Jmjd6 deficiency did not affect abundance of *Aire* transcript, the intron 2 of *Aire* gene was not effectively spliced out in the absence of Jmjd6, owing to the unique 3′ splice site sequence. As a result, the expression of Aire protein was markedly reduced in Jmjd6-deficient (*Jmjd6*^*−/−*^) mTECs, and T-cells generated in such thymic microenvironments caused multi-organ autoimmunity in mice. Our findings indicate that Aire protein expression is tightly controlled through two discrete steps, intron retention and its relief, the latter of which involves the enzymatic activity of Jmjd6.

## Results

### Impaired tolerance induction by *Jmjd6*^*−/−*^ thymic stroma

A previous study has shown that intrathymic T-cell development is partially impaired in *Jmjd6*^*−/−*^ embryos^27^. However, *Jmjd6*^*−/−*^ T-cells developed normally in chimeric mice reconstituted with fetal liver cells from the knockout mice (Supplementary Fig. 1), suggesting that Jmjd6 may play a role in thymic stromal cells. Indeed, Jmjd6 was expressed in mTECs and cTECs as well mouse embryonic fibroblasts (MEFs) (Fig. 1a), and its nuclear localization was confirmed by immunofluorescent staining (Fig. 1b). To assess a possible role of Jmjd6 in TECs, we prepared fetal thymi from wild-type (WT) and *Jmjd6*^*−/−*^ embryos at embryonic days 15.5 (E15.5) and grafted them under the renal capsule of athymic C57BL/6 nude mice (B6.Cg-Foxn1<nu>/Nrs) (designated nu/nu^WT^ and nu/nu^*Jmjd6−/−*^) after depleting haematopoietic cells by incubation in 2′-deoxyguanosine (2-DG). Although the size of the thymi developed in nu/nu^*Jmjd6−/−*^ mice was apparently small, their CD4^+^CD8^+^ thymocytes normally differentiated into CD4^+^CD8^–^ or CD4^–^CD8^+^ mature T-cells (Fig. 1c), indicating that *Jmjd6*^*−/−*^ cTECs are functionally intact to support positive selection of CD4^+^CD8^+^ immature thymocytes. Indeed, nu/nu^WT^ and nu/nu^*Jmjd6−/−*^ mice had almost comparable numbers of mature T-cells in the spleen and peripheral lymph nodes (PLNs) 10 weeks after grafting (Fig. 1d). Jmjd6 deficiency in thymic stroma did not impair generation of regulatory T-cells (Fig. 1e). However, the frequency of CD4^+^ T-cells with an activated/memory phenotype (CD44^hi^CD62L^lo^) significantly increased in nu/nu^*Jmjd6−/−*^ mice (Fig. 1f). Histological examination demonstrated inflammatory infiltrates in the stomach, salivary gland, pancreas and liver of nu/nu^*Jmjd6−/−*^ mice (Fig. 1g). In addition, nu/nu^*Jmjd6−/−*^ mice, but not nu/nu^WT^ mice, generated autoantibodies against these tissues (Fig. 1h). Thus, Jmjd6 expression in thymic stroma is required for induction of self-tolerance in developing T-cells.

### Defective Aire expression in *Jmjd6*^*−/−*^ mTECs

To examine the function of Jmjd6 in TECs in more detail, we performed histological analyses. Haematoxylin and eosin staining of E18.5 thymi revealed that both the cortex and the medulla poorly developed in the absence of Jmjd6 (Supplementary Fig. 2). However, no significant difference in thymic architecture was found between WT and *Jmjd6*^*−/−*^ mice when thymic sections were stained for the cTEC marker keratin 8 and mTEC marker keratin 5 (ref. 29) (Fig. 2a). In addition, mTECs of both WT and *Jmjd6*^*−/−*^ embryos were comparably stained with *Ulex europaeus* agglutinin-1 (UEA-1), a lectin that binds to mature mTECs^29^ (Fig. 2a), suggesting that Jmjd6 deficiency does not affect mTEC maturation. Consistent with this, the expression of another maturation marker CD80 was unchanged between WT and *Jmjd6*^*−/−*^ mTECs^4^,^6^,^30^ (Fig. 2a). Surprisingly, however, the expression of Aire in mTECs of *Jmjd6*^*−/−*^ embryos was markedly reduced at E18.5, as compared with that in WT controls (Fig. 2a and Supplementary Fig. 3a). This does not simply reflect delayed Aire expression in *Jmjd6*^*−/−*^ thymi, because similar results were obtained when the ‘arteficial' thymi from *Jmjd6*^*−/−*^ embryos were analysed 6 weeks after grafting (Fig. 2b and Supplementary Fig. 3b).

To determine more precisely the expression level of Aire in mTECs, we performed flow cytometric analyses. E18.5 thymi from both WT and *Jmjd6*^*−/−*^ mice contained comparable numbers of CD45^–^UEA-1^+^ mTECs (Fig. 2c). Although cell-surface expressions of CD80 and MHC class II were unchanged between WT and *Jmjd6*^*−/−*^ mTECs (Fig. 2d), intracellular staining of Aire revealed that the proportion of Aire^+^ mTECs in *Jmjd6*^*−/−*^ thymi was reduced to 25.1% of the WT level (Fig. 2c). Thus, Jmjd6 deficiency reduces Aire protein expression in mTECs without affecting mTEC maturation.

The Aire expression is induced in mTECs through interaction with cells such as lymphoid tissue inducers, positively selected TCRαβ^+^ thymocytes, and TCR Vγ5^+^ dendritic epidermal T-cell progenitors^30^,^31^,^32^,^33^, which is mainly mediated by the signals through tumour necrosis factor receptor family members, such as receptor activator of NF-κB (RANK), CD40 and lymphotoxin β receptor (LtβR)^34^,^35^,^36^. When 2-DG-treated WT fetal thymic stroma was stimulated *in vitro* with RANK-ligand (RANKL), the Aire expression was markedly induced in a subset of UEA-1^+^ mTECs (Fig. 2e and Supplementary Fig. 3c). Although CD40-ligand (CD40L) or anti-LtβR antibody alone was not effective, they synergistically act with RANKL to augment Aire expression in WT mTECs (Fig. 2e and Supplementary Fig. 3c). However, the Aire expression was hardly detected in *Jmjd6*^*−/−*^ mTECs even after stimulation with RANKL in combination with CD40L or anti-LtβR antibody (Fig. 2e and Supplementary Fig. 3c). This was again confirmed by flow cytometric analyses (Fig. 2f). These results indicate that Jmjd6 is critical for Aire expression in mTECs.

### Intronic regulation of *Aire* gene by Jmjd6

As Jmjd6 is a nuclear protein that catalyses lysyl hydroxylation of multiple substrates^22^,^23^,^24^,^25^, it seemed likely that Jmjd6 deficiency affects transcription of both upstream and downstream genes of *Aire*. 

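RNA was sequenced from lobes of embryonic day 15.5 thymus cultured for 4 days with 1.35 mM 2-deoxyguanosine (2-DG), which depletes haematopoietic cells and leaves the stroma. Lobes were then left unstimulated or stimulated for 4 days with RANKL at 1 μg ml-1, the ligand that induces Aire in medullary epithelial cells. Of the 6 libraries, 1 came from unstimulated WT and 1 from unstimulated *Jmjd6*-/- stroma. The RANKL-stimulated stroma gave 2 libraries per genotype, which the paper describes as samples and the sample labels as technical duplicates, so in WT stroma their spread is not known to include the variation between pools of embryos. The *Jmjd6*-/- RANKL libraries differed from each other in genes of the Y chromosome, which duplicates of 1 RNA pool would not show. The WT RANKL libraries differed in *Xist*, a gene of X inactivation, at 71.8 and 30.9 FPKM. The cause of that difference was not tested. The authors deposited FPKM for each gene, which is the number of fragments normalized for the length of its exons and for the mapped fragments of the library. No read counts were used here, and the depth was estimated from the smallest steps between low FPKM values. These estimates ran from 15900000 fragments in the unstimulated *Jmjd6*-/- library to 30900000 in the unstimulated WT library, and limits drawn from them cover counting error only. Together they come to 137500000 fragments, while the paper reports 177060020 reads. Should that number count each end of a pair, the depth would be lower and the limits 1.55 times higher. A value of 0 was read as up to 3 fragments. Across the 12587 genes with a mean of at least 1 FPKM, the WT RANKL libraries correlated at r = 0.973 on the log2 scale, with a median absolute difference of 0.28, and the *Jmjd6*-/- RANKL libraries at r = 0.996, with a median absolute difference of 0.08. Genes are not independent replicates, and no p is given for these correlations. The difference between the WT replicates changed with GC content, by 0.62 on the log2 scale over 10 groups of genes ordered by it. *Jmjd6* served as a check of the genotype labels. Its FPKM was 26.3, 25.9 and 32.5 in the WT libraries and 1.32, 1.96 and 1.78 in the *Jmjd6*-/- libraries. For tests across genes, 0.1 was added to each FPKM and log2 values were fitted with limma over the 15894 genes with a mean of at least 0.1 FPKM. The effect of RANKL compared 4 with 2 libraries with genotype as a term, and genotype was compared among the stimulated libraries, 2 against 2. An exact permutation test of 2 against 2 libraries gives no two-sided p under 0.333, so it cannot fall below 0.05. The p used for these tests is limma's, which borrows the spread across genes. The response to RANKL could not be estimated with replicates within each genotype, as the unstimulated stroma had none.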

To comprehensively identify genes controlled by Jmjd6, we prepared 2-DG-treated fetal thymic stroma with or without RANKL stimulation from WT and *Jmjd6*^*−/−*^ mice and analysed their transcriptomes by RNA sequencing (RNA-seq). Although the gene expression of *Jmjd6* was unchanged between before and after stimulation (Supplementary Fig. 4), 1,850 genes were induced in response to RANKL stimulation, among which 1,020 genes were expressed in WT fetal thymic stroma at significantly higher levels than those in *Jmjd6*^*−/−*^ samples (see top 200 genes in Supplementary Table 1). These included 23 genes encoding Aire-dependent TSAs such as insulin 2 and salivary protein 1 (refs 5, 6, 8) (Fig. 3a). This reduction of Aire-dependent TSAs was further confirmed by quantitative real-time PCR using samples from *Jmjd6*^*−/−*^ fetal thymic stroma and *Jmjd6*^*−/−*^ E18.5 thymi (Fig. 3b and Supplementary Fig. 5). On the other hand, Jmjd6 deficiency did not affect gene expression of Aire-independent TSA, glutamate decarboxylase 67 (GAD67)^5^,^6^,^8^ (Fig. 3b and Supplementary Fig. 5). Similarly, gene expression of CD80 and CD40 were unaffected in the absence of Jmjd6 (Fig. 3c). 

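*Jmjd6* (identifier XLOC_003912, chromosome 11, 116837432 to 116843449 on the minus strand of mm10) had a mean of 29.2 ± 4.63 FPKM (SD, n = 2) in RANKL-stimulated WT stroma. In WT stroma, which the paper compares, it had 26.3 FPKM without RANKL and 25.9 and 32.5 FPKM with it. Over both genotypes its log2 change with RANKL was 0.31 (SE 0.15, adjusted p = 0.218 from limma with Benjamini-Hochberg adjustment), within the spread between the WT replicates. This estimate includes the transcript left in *Jmjd6*-/- stroma, at 1.32 FPKM without RANKL and 1.96 and 1.78 FPKM with it. By limma, 1675 genes rose and 654 fell with RANKL at an adjusted p under 0.05. The largest rises among genes changed in both genotypes were those of *Aire*, *S100a8*, *Insm1*, *Csn2* and *Calcb*, with log2 changes from 7.65 to 7.10. The largest falls were those of *Egfl6*, *Timd4*, *Atp6v1b1*, *Fpr1* and *Asb2*, from -2.96 to -2.58. As a ratio, the number of falling genes moved most, to 153, without *Jmjd6*-/- RANKL replicate 1, and that of rising genes to 788 without the filter on low values. In the other direction, 1387 genes fell without WT RANKL replicate 1 and 1478 without replicate 2. Between the stimulated genotypes, 290 genes were lower and 82 higher in *Jmjd6*-/- stroma at the same threshold, and 110 of the 290 were among the genes rising with RANKL. Without that filter 1 gene was lower (*Ube2d2b*) and 1 higher (*Krtap3-2*), both named only after their values were seen, against 2191 and 1321 at an unadjusted p under 0.05. Some of the largest falls rest on values near 0 in *Jmjd6*-/- stroma. *Mettl23*, which lies beside *Jmjd6* on the other strand (the paper describes no step of library preparation that keeps the strand), was at least 251-fold lower, *Reg3b* at least 37.7-fold, *Mcpt2* at least 31.8-fold and *Retn* at least 20.4-fold, and *Mcpt1* fell from 6.47 ± 2.96 to 0.119 ± 0.116 FPKM (SD, n = 2). Without the WT library in which each gene was higher, a check chosen after seeing the data, the bounds were 18.9-fold for *Reg3b*, 17.2-fold for *Mcpt2* and 9.84-fold for *Retn*. The largest rises were those of *Krt6b*, *Gm94*, *Sprr2h*, *2300002M23Rik* and *Ppbp*, with log2 ratios from 4.06 to 3.05. In *Krt6b* the FPKM was 1.28 and 4.37 in WT and 39.8 and 43.0 in *Jmjd6*-/- stroma. With the P of the unpaired test named in the paper's statistics section, taken on log2 values among genes over the 3-fold range, 976 genes were induced by RANKL. Of these, 40 had a mean more than 3-fold higher in WT than in *Jmjd6*-/- stroma, with 0.1 added to each mean, and 688 (70.5%) had any higher mean in WT. The induced genes were picked with the same libraries that are then compared, by a test that pools both genotypes and that a gene rising only in WT can hardly pass. In 20 simulations without a genotype difference, the shares were 0.134% for a 3-fold higher mean and 49.8% for any higher mean. Their noise was independent between genes. They leave out shifts that many genes of a library share, such as the trend with GC content, which could move the share of any higher mean.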

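The 23 genes shown in Fig. 3a were picked by the study from these libraries, so their values describe the selection and are not independent evidence. In all 23 genes, both *Jmjd6*-/- RANKL libraries lay below both WT RANKL libraries, an order that chance gives in 16.7% of genes in each direction. The median log2 ratio of *Jmjd6*-/- to WT was -2.53. It depends on the constant added to FPKM and was -0.78 with 1 added in place of 0.1. Without WT RANKL replicate 2, in which 20 of the 23 genes were higher than in replicate 1, it was -2.01. In 13 genes both *Jmjd6*-/- libraries held 3 fragments or fewer by the estimated depth, and 11 genes had a WT mean under 1 FPKM. With such genes at their lower bound, the median over the 21 genes that allow a ratio was -2.49. By limma, 8 of the 22 genes tested (*Itih3* was below the filter) were lower at an adjusted p under 0.05 over all genes. These were *Spt1*, *Reg3b*, *Tff2*, *Tff3*, *Csn1s2a*, *Pcp4*, *Ngp* and *Ptgds*, and without the filter on low values none of the 23 passed, against 19 at an unadjusted p under 0.05. Adjusted over the list alone, 22 were lower. *Ins2*, encoding insulin 2 (XLOC_019099, chromosome 7, 142678656 to 142679708), had 0.302 and 0.773 FPKM in RANKL-stimulated WT stroma, about 2 and 3 fragments. It is listed at 0 in both *Jmjd6*-/- RANKL libraries. With up to 3 fragments allowed in each library separately, their mean could reach 0.561 FPKM, more than the WT mean of 0.537. No lower bound of a fall could therefore be given for *Ins2*. A limit over both libraries together would be lower and was not computed. By limma its log2 ratio was -2.57 (SE 0.48, adjusted p = 0.0619 over all genes and 0.00518 over the list alone). *Defa21*, at 0.294 and 0.752 FPKM in WT, also allowed no lower bound. *Spt1*, encoding salivary protein 1, shares its entry with the neighbouring *Mucl1* (XLOC_007184, chromosome 15, 103751923 to 103899312), so the values belong to both genes. They fell from 4.56 and 8.14 FPKM in WT to 0.250 and 0.230 in *Jmjd6*-/- stroma, a log2 ratio of -4.19 (SE 0.35, adjusted p = 0.0279), beyond the spread between replicates. *Npy* had the highest ratio of the 23, with 4.18 ± 0.781 FPKM (SD, n = 2) in WT and 2.29 ± 0.262 in *Jmjd6*-/- stroma (log2 ratio -0.83, SE 0.26, adjusted p = 0.176). In WT stroma all 23 genes were higher in both RANKL libraries than in the unstimulated one. In *Jmjd6*-/- stroma this held for 11 of them. By the unpaired test, 3 of the 23 were induced by RANKL and 1 of these was also more than 3-fold higher in WT. This test takes both genotypes as 1 stimulated group, so a gene that rises only in WT has a wide spread in it and can hardly pass.

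**Figure D1:**
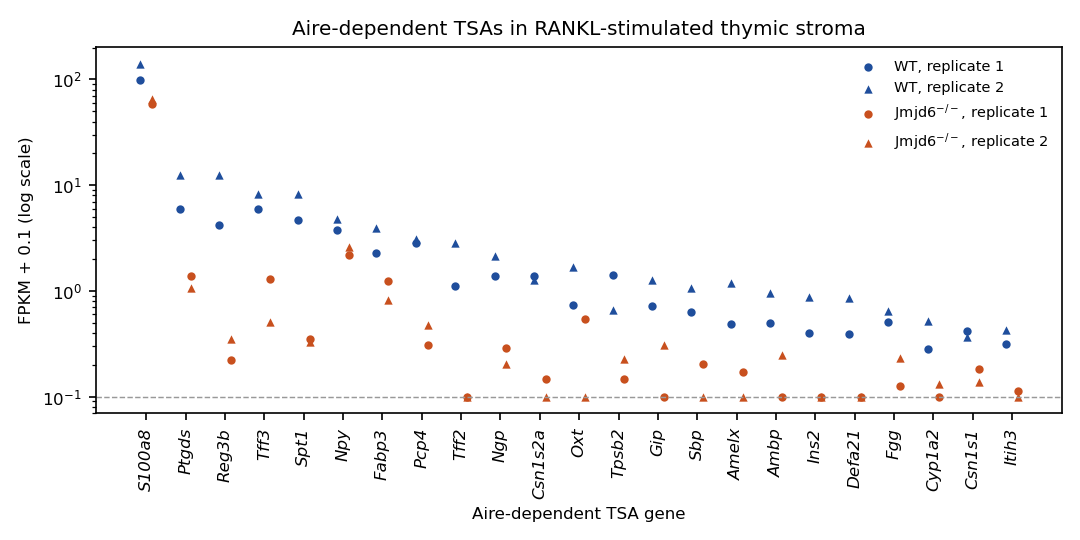
FPKM (with 0.1 added, on a log scale) of the 23 Aire-dependent TSA genes in each of the 4 RANKL-stimulated libraries, ordered by the mean of the WT libraries. The dashed line lies at the added 0.1. In each gene both *Jmjd6*-/- points lie below both WT points.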

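*Cd80* (XLOC_007378, chromosome 16, 38455561 to 38496335 on the plus strand) had 1.02 FPKM in unstimulated WT and 1.11 in unstimulated *Jmjd6*-/- stroma. With RANKL it reached 10.8 ± 1.15 FPKM (SD, n = 2) in WT and 14.8 ± 0.687 in *Jmjd6*-/- stroma. The log2 change with RANKL was 3.45 (SE 0.14, adjusted p = 5.33e-05 from limma). The stimulated genotypes differed by 0.46 (SE 0.16, adjusted p = 0.223 from limma), with both *Jmjd6*-/- libraries above both WT libraries. *Cd40* (XLOC_011094, chromosome 2, 165055627 to 165072948 on the plus strand) had 11.3 and 9.46 FPKM without stimulation in WT and *Jmjd6*-/- stroma. With RANKL it reached 43.5 ± 3.21 FPKM (SD, n = 2) in WT and 34.0 ± 5.79 in *Jmjd6*-/- stroma, a log2 change of 1.88 with RANKL (SE 0.12, adjusted p = 0.000221 from limma). Both *Jmjd6*-/- libraries lay below both WT libraries, with a log2 ratio of -0.36 (SE 0.16, adjusted p = 0.301 from limma). Neither gene passed an adjusted p of 0.05 between genotypes.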

Consistent with this finding, immunohistochemical analysis revealed that RANKL-induced CD80 induction normally occurred even in *Jmjd6*^*−/−*^ mTECs (Fig. 3d). 

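*Aire* (XLOC_002015, chromosome 10, 78030022 to 78043610 on the minus strand) had 0.142 FPKM in unstimulated WT and 0.473 FPKM in unstimulated *Jmjd6*-/- stroma, without replicates. After RANKL stimulation its FPKM was 78.9 ± 1.21 (SD, n = 2) in WT stroma and 71.1 ± 5.65 (SD, n = 2) in *Jmjd6*-/- stroma. The standard error of the log2 change with RANKL was 0.29 (adjusted p = 3.96e-05 from limma). The log2 ratio of stimulated *Jmjd6*-/- to WT stroma was -0.15 (SE 0.13, adjusted p = 0.61 from limma), a difference of the size of the spread between the *Jmjd6*-/- replicates. With each stimulated library left out in turn it stayed between -0.23 and -0.07. *Dnmt3l* (78041947 to 78063622) overlaps *Aire* on the other strand and belongs to the same locus in the authors' assembly, where it has its own entry at 1.54 FPKM in stimulated WT stroma. Since no step that keeps the strand is described for the libraries, how well the values of these 2 genes are separated is not known.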

Unexpectedly, however, the abundance of *Aire* transcript was also comparable between RANKL-stimulated WT and *Jmjd6*^*−/−*^ samples (Fig. 3b,c), suggesting that Jmjd6 controls Aire expression through a posttranscriptional mechanism.

To explore the underlying mechanism, we next analysed pre-mRNA splicing. Among 84,708 introns of detected genes, 1,051 introns were selected, because they were expressed at a relatively high frequency (intronic FPKM>10). Bioinformatics analysis identified 57 introns preferentially expressed in *Jmjd6*^*−/−*^ thymic stroma under RANKL-stimulated condition (Supplementary Table 2). These included the intron 2 of *Aire*, which was found in RANKL-treated *Jmjd6*^*−/−*^ samples at 1.9 times higher frequency than that in the WT sample (Fig. 3e). This was further confirmed by RT-PCR followed by Southern blotting (Fig. 3f). 

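The intronic FPKM behind these introns were not used here, and the genes that hold them were examined instead. Of the 57 introns, 51 in 46 genes could be matched by gene name to the FPKM values. Each of the 46 genes exceeded 10 FPKM in at least 1 library, and the lowest maximum was 10.4. Their median log2 ratio of *Jmjd6*-/- to WT under RANKL was 0.03, and it ran from -1.98 to 1.24, with 25 of the 46 above 0. Since the intron retention (IR) value divides intronic FPKM by the gene's FPKM, a change in the gene's own level enters the ratio of IR values. By limma 5 of these genes differed between genotypes at an adjusted p under 0.05. *Irf7* (-1.98, adjusted p = 0.028), *Uba7* (-1.15, adjusted p = 0.028) and *Hes6* (-1.12, adjusted p = 0.0284) were lower in *Jmjd6*-/- stroma. *Skint8* (1.24, adjusted p = 0.0376) and *Per3* (0.85, adjusted p = 0.042) were higher. For these genes the paper's reported ratios of IR values are 1.6, 1.61, 1.84, 2.18 and 1.74. The reported IR value multiplied by the gene's mean FPKM gives an implied intronic FPKM, which was higher in *Jmjd6*-/- stroma for 48 of the 51 introns. It was lower for *Irf7* (16.6 in WT and 6.69 in *Jmjd6*-/- stroma), *Uba7* (10.2 and 7.33) and *Hes6* (14.0 and 11.8), where the higher IR value comes with less implied intronic signal. The paper picked these introns for a higher IR value in *Jmjd6*-/- stroma. The product is then higher there unless the gene's own level falls further, so the count of 48 describes that selection. *S100pbp* had 10.5 ± 3.83 FPKM (SD, n = 2) in WT and 18.0 ± 1.33 in *Jmjd6*-/- stroma, and *Cbr1* had 60.1 ± 0.597 and 70.7 ± 1.90 FPKM. The difference in neither gene passed the threshold (adjusted p = 0.178 for *S100pbp* and 0.304 for *Cbr1* from limma).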

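Intron 2 of *Aire* spans 229 bp on chromosome 10, from 78042673 to 78042901 of mm10, between exon 2 (78042902 to 78043076) and exon 3 (78042517 to 78042672). The paper's reported IR values are 0.263 in WT and 0.491 in *Jmjd6*-/- stroma, a reported ratio of 1.87. Multiplied by the mean *Aire* FPKM of the deposited libraries, they correspond to an intronic FPKM of 20.7 in WT and 34.9 in *Jmjd6*-/- stroma. The mean *Aire* FPKM of *Jmjd6*-/- stroma was 0.901 times that of WT stroma. No replicate values were given for the IR values, and their spread is unknown. Supplementary Table 2 also lists intron 10 of *Aire* (78034708 to 78035656), with a reported ratio of 1.53. The same product gives 23.1 and 31.8 FPKM for it. From the comparable abundance of the *Aire* transcript in both genotypes the paper proposes a posttranscriptional mechanism, and it then places intron 2 among the introns retained preferentially without Jmjd6.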

Amplification of *Aire* cDNA with primers specific for the sequence of the exons 1 and 10 yielded four bands corresponding to the *Aire* transcript with or without retention of intron 2, intron 9 and intron 2 plus intron 9 (Fig. 3g). By measuring the intensity of each band, 41.5% of the *Aire* transcripts expressed in RANKL-stimulated WT fetal thymic stroma were found to be mature form, whereas this value decreased to 18.6% in *Jmjd6*^*−/−*^ samples (Fig. 3g), because of increase in the frequency of retention of intron 2 and/or intron 9. Similar results were obtained when E18.5 thymi of WT and *Jmjd6*^*−/−*^ embryos were analysed with this method (Fig. 3h).

It is known that Aire is also expressed in the reproductive organs and embryonic stem (ES) cells^8^,^37^,^38^. To examine whether a similar mechanism operates in ES cells, we developed *Jmjd6*^*−/−*^ ES cells and compared their *Aire* transcripts with those of WT ES cells. Jmjd6 deficiency in ES cells markedly increased the Aire transcript containing intron 2 (Fig. 4a), indicating that Aire expression in ES cells is also controlled by Jmjd6 through intron retention. Recent structural analysis of the catalytic domain of Jmjd6 indicated amino acid residues critical for binding to Fe(II), 2-oxoglutarate and substrate lysine^39^. When five of these amino acid residues were mutated to alanine (designated 5 A mutant), the catalytic activity of Jmjd6 to hydroxylate lysine residues was completely lost (Fig. 4b). Although the transient expression of WT Jmjd6 in *Jmjd6*^*−/−*^ ES cells significantly, albeit incompletely, improved the ratio of mature *Aire* transcript (without intron 2) to immature transcript (with intron 2), such improvement was not achieved by the 5 A mutant (Fig. 4c). These results suggest that Jmjd6 controls splicing events of *Aire* gene depending on its enzymatic activity.

### The nature of immature Aire protein

The retention of intron 2 results in an appearance of a premature termination codon at the *N*-terminal portion of Aire (Fig. 5a and Supplementary Fig. 6), leaving only 103 amino acid residues presumably intact. To know the nature of this immature Aire protein generated by intron 2 retention, we first analysed its subcellular localization. As expected, the GFP-tagged mature Aire protein was localized to the nucleus when expressed alone in MEFs (Fig. 5a). On the other hand, the mCherry-tagged immature Aire protein preferentially accumulated in the cytoplasm, owing to the lack of the nuclear localization signal (Fig. 5a). Interestingly, localization of mature Aire protein was changed from the nucleus to the cytoplasm when immature Aire protein was co-expressed (Fig. 5a). Exactly the same results were obtained when GFP- and mCherry-tags were exchanged (Supplementary Fig. 7). This finding led us to examine whether the presence of immature Aire protein affects stability of mature Aire protein. For this purpose, we developed HEK293 cells that constitutively express mature Aire protein, but inducibly express immature Aire protein when exposed to doxycycline (Fig. 5b). Doxycycline itself did not affect stability of mature Aire protein (Fig. 5c). However, the amount of mature Aire protein decreased, as the expression of immature Aire protein increased in response to doxycycline treatment (Fig. 5c). Since this reduction of mature Aire protein level was partially inhibited by treating cells with the proteasome inhibitor MG132 (Fig. 5d), it was suggested that mature Aire protein sequestrated into the cytoplasm becomes susceptible to proteasome-dependent protein degradation.

### A *cis*-regulatory element for intron retention of *Aire* gene

To understand why the intron 2 of *Aire* gene is susceptible to intron retention, we compared the sequence structure between Aire intron 2 and other introns. Although the most introns have the PPT site immediately upstream of the 3′ terminal AG dinucleotide^16^, *Aire* intron 2 encodes GAG instead of canonical pyrimidine-rich sequence at this position (Fig. 6a), resulting in ‘low' 3′ splice site score, which is calculated based on the similarity to the consensus sequence (Fig. 6a). Comparison of 57 retained introns with 188,151 unretained ones suggested that the degree of intron retention is associated with 3′ splice site score (Fig. 6b). Indeed, PCR with reverse transcription (RT-PCR) analyses revealed that intron 3 of *S100pbp* gene and intron 1 of *Cbr1* gene with low 3′ splice site score are preferentially retained in the absence of Jmjd6 (Supplementary Fig. 8).

To directly examine the effect of GAG sequence on the intron 2 retention, we created *Aire* minigene containing exons 1–5 surrounded by their intronic regulatory sequences with GAG or TTT at PPT site of the intron 2 (designated GAG-type or TTT-type) (Fig. 6c). When the GAG-type minigene was expressed in WT or *Jmjd6*^*−/−*^ MEFs, Jmjd6 deficiency markedly increased the transcript containing intron 2 (Fig. 6c), which was consistent with the results on endogenous *Aire* gene expression in mTECs and ES cells (Figs 3g and 4a). However, TTT-type minigene yielded only mature transcript without intron 2 retention, irrespective of Jmjd6 expression (Fig. 6c). Thus, GAG sequence acts as a *cis*-regulatory element that causes intron 2 retention and inhibits Aire protein expression. Interestingly, this GAG sequence at PPT site of *Aire* intron 2 is highly conserved in mammals in the Euarchontoglires clade (Fig. 6d). Therefore, intron retention may have been evolved as a mechanism to prevent overexpression of Aire protein in these species.

## Discussion

Intron retention is widely accepted as a consequence of mis-splicing, and its significance has been overlooked. However, recent evidence indicates that intron retention has a physiological role in some biological settings such as granulopoiesis^40^. Here we have demonstrated that the expression of Aire is controlled by Jmjd6 through intron retention. Although Jmjd6 deficiency did not affect abundance of *Aire* transcript, the intron 2 of *Aire* gene was not effectively spliced out in the absence of Jmjd6, resulting in a marked reduction of mature Aire protein in mTECs. In both *Jmjd6*^*−/−*^ E18.5 thymi and RANKL-stimulated *Jmjd6*^*−/−*^ fetal thymic stroma, the reduction of Aire protein was more prominent than that of mature *Aire* transcript. The exact reason for this discrepancy remains unclear. However, reconstitution experiments revealed that immature Aire protein generated by intron 2 retention affects subcellular localization and stability of mature Aire protein. Therefore, the ratio of mature Aire protein to the immature form might be a critical factor that determines expression and function of Aire protein in the nucleus.

Ectopic expression of peripheral TSAs by mTECs has been viewed as an essential mechanism for induction of central tolerance^3^,^4^,^5^,^6^,^7^,^8^. 

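The Aire-dependent TSAs were picked by the study from these same libraries for being lower in *Jmjd6*-/- stroma, so their place among random lists and the tests of the set describe that selection and give no independent evidence. Among 10000 random lists of genes matched on expression, no list reached the median log2 ratio of the 22 tested Aire-dependent TSAs between RANKL-stimulated *Jmjd6*-/- and WT stroma, and 95% of the lists had medians from -0.59 to 0.07. The same 22 genes had a median log2 ratio of 0.0 between the unstimulated libraries, where most of them were near 0 FPKM. Tested as a set, they were lower in *Jmjd6*-/- stroma by camera with its preset correlation (adjusted p = 3.33e-17) and by fry (adjusted p = 0.0391), but not by camera with the correlation estimated from these libraries (adjusted p = 0.234). The adjustment covers the 12 gene lists tested. Taking the trend in GC content and transcript length out of each library, an alternative chosen after seeing the data, left the median log2 ratio at -2.49.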

Consistent with a reduction of mature Air protein in mTECs, RNA-seq analyses revealed that the expressions of 23 Aire-dependent TSAs were markedly reduced in *Jmjd6*^*−/−*^ thymic stroma. This was further confirmed by quantitative real-time PCR analyses. In addition, by grafting *Jmjd6*^*−/−*^ thymic stroma into athymic C57BL/6 nude mice, we have shown that T-cells selected to mature in *Jmjd6*^*−/−*^ thymic microenvironments caused multi-organ autoimmunity. As the number of thymocytes was significantly reduced in the grafted *Jmjd6*^*−/−*^ thymus, disease manifestation in nu/nu^*Jmjd6−/−*^ mice might be exaggerated by homeostatic T-cell proliferation^41^. However, it has been reported that, while lymphocytes from Aire-deficient mice cause autoimmune disease when transferred into recombinase-activating gene (Rag)-deficient recipients, adoptive transfer of WT lymphocytes fail to induce disease under the same condition^5^,^15^. Thus, it is likely that reduction of Aire-dependent TSAs underlies disease development in nu/nu^*Jmjd6−/−*^ mice.

Mechanistically, our results suggest that Aire expression is tightly controlled via two discrete steps. First, owing to the GAG sequence at PPT site, the intron 2 of *Aire* gene is highly susceptible to intron retention in Euarchontoglires, and as a result, Aire protein expression is expected to be kept at a low level. As Aire has been reported to act as a proapoptotic factor^42^, this static regulation may be important to avoid a deleterious effect of Aire overexpression on the immune system or reproductive organs. The second important regulation is relief of intron retention. This is a dynamic process involving the enzymatic activity of Jmjd6, thereby raising the possibility that metabolic status and oxygen tension may influence intron retention. Although the direct substrate of Jmjd6 in this context is currently unknown, Jmjd6 interacts with multiple splicing regulatory proteins including U2 small nuclear ribonucleoprotein auxiliary factor 65 kDa (U2AF65)^22^,^23^. Therefore, it seems likely that Jmjd6 could alter affinity of a given splicing factor to 3′ splice site of *Aire* gene through lysyl hydroxylation. Our findings thus define a previously unknown mechanism controlling expression of Aire protein critical for establishment of immunological self in the thymus.

## Methods

### Mice

*Jmjd6*^*−/−*^ mice have been described previously^27^. Mice heterozygous for the mutant allele (*Jmjd6*^*+/–*^) were backcrossed onto a C57BL/6 background for more than 10 generations, and *Jmjd6*^*+/–*^ mice were crossed to obtain *Jmjd6*^*−/−*^ embryos. The morning of finding the vaginal plug was designated as E 0.5. B6.Cg-Foxn1<nu>/Nrs (nude) female mice were purchased from Taconic or provided by RIKEN BRC through National Bio-Resource Project of the MEXT, Japan and were used as recipients of thymic grafts at the age of 6–8 weeks. Mice were kept under specific pathogen-free conditions in the animal facility of Kyushu University. The protocol of animal experiments was approved by the committee of Ethics of Animal Experiments, Kyushu University.

### Fetal liver chimera

Fetal livers were harvested from E14.5 embryos. A total of 1 × 10^6^ fetal liver cells were injected in a volume of 300 μl phosphate-buffered saline (PBS) into the lateral tail veins of irradiated (10 Gy) CD45.1 C57BL/6 recipients. Chimeras were analysed 10 weeks after reconstitution.

### Fetal thymus organ culture (FTOC) and thymic graft

Thymic lobes were isolated from E15.5 WT and *Jmjd6*^*−/−*^ embryos, and were cultured for 4 days on Nucleopore filters (Whatman) placed in RPMI 1640 medium (Life Technologies) supplemented with 10% heat-inactivated fetal calf serum (FCS) (Nichirei Bioscience), 50 μM 2-mercaptoethanol (Nacalai tesque), 2 mM L-glutamine (Life Technologies), 100 U ml^–1^ penicillin (Life Technologies), 100 μg ml^–1^ streptomycin (Life Technologies), 1 mM sodium pyruvate (Life Technologies), MEM non-essential amino acids (Life Technologies) and 1.35 mM 2-DG (Sigma-Aldrich). After cultivation in complete RPMI medium without 2-DG for one more day, four pieces of WT and *Jmjd6*^*−/−*^ fetal thymi were grafted under the renal capsule of athymic (nude) and WT C57BL/6 mice. Thymic chimeras were analysed 6–10 weeks after transplantation. In some experiments, TECs were stimulated *in vitro* with recombinant RANKL (1 μg ml^–1^; Peprotech), agonistic anti-LtβR antibody 3C8 (2 μg ml^–1^; eBioscience) and/or recombinant CD40L (5 μg ml^–1^; R&D systems) for 4 days before analyses.

### Flow cytometry

The following antibodies and reagents were used at the indicated concentrations. Fluorescein isothiocyanate (FITC)-conjugated anti-mouse CD3ɛ (145-2c11, 5 μg ml^–1^), biotinylated anti-mouse CD4 (RM4–5, 5 μg ml^–1^), phycoerythrin (PE)-conjugated anti-mouse CD45 (30-F11, 1 μg ml^–1^), FITC-conjugated anti-mouse CD62L (MEL-14, 10 μg ml^–1^), FITC-conjugated anti-mouse CD90.2 (30-H12, 2.5 μg ml^–1^), FITC-conjugated anti-mouse Foxp3 (FJK-16 s, 5 μg ml^–1^), PE-conjugated anti-mouse MHC class II (I-A/I-E) (M5/114.15.2, 0.2 μg ml^–1^) and PerCP-Cyanine5.5 conjugated streptavidin (0.4 μg ml^–1^) were purchased from eBioscience. PE-conjugated anti-mouse CD8a (53–6. 7, 2 μg ml^–1^), PE-conjugated anti-mouse CD25 (PC61, 2 μg ml^–1^), PE-conjugated anti-mouse CD44 (IM7, 0.6 μg ml^–1^), FITC-conjugated anti-mouse CD45 (30-F11, 10 μg ml^–1^), FITC-conjugated CD45R/B220 (RA3-6B2, 10 μg ml^–1^), PE-conjugated anti-mouse CD80 (16–10A1, 1 μg ml^–1^), biotinylated anti-mouse CD45.2 (104, 5 μg ml^–1^) and APC-conjugated streptavidin (0.4 μg ml^–1^) were from BD Bioscience. Before staining with the antibodies, the cells were incubated for 10 min on ice with anti-Fcγ III/II receptor (2.4G2, 0.5 μg ml^–1^; BD Bioscience) to block Fc receptors. Foxp3 intracellular staining was performed with a staining kit (eBioscience) according to the manufacturer's recommendations. For intracellular Aire staining of mTECs, cells were first stained with anti-CD45 antibody and UEA-1 (10 μg ml^–1^; VECTOR Laboratories), followed by fixation in 4% (w/v) paraformaldehyde for 15 min at room temperature. After being permeabilized with 0.1% saponin (Sigma-Aldrich), cells were stained with Alexa Fluor 488-conjugated anti-mouse Aire (5H12, 5 μg ml^*–*1^; eBioscience) for 30 min on ice. Flow cytometric analyses were done on FACS Calibur (BD Bioscience).

### Histology and immunofluorescence

Tissues were fixed in 4% (w/v) paraformaldehyde and embedded in paraffin blocks. Sections (3 μm thick) were stained with haematoxylin and eosin, and examined by light microscopy. For immunofluorescence analyses, tissues were embedded in OCT compound (Sakura Finetech) and frozen at –80 °C. Cryostat sections (8 μm thick) were fixed by immersion for 10 min in ice-cold acetone and blocked with 10% horse serum (Sigma-Aldrich) for 1 h at room temperature. Sections were then incubated with rabbit anti-mouse keratin 5 (1 μg ml^*–*1^; Covance), rat anti-mouse keratin 8 (TROMA-1, 1:1,000 dilution; Developmental Studies Hybridoma Bank), biotinylated UEA-1 (10 μg ml^*–*1^; VECTOR Laboratories), Alexa Fluor 488-conjugated anti-mouse Aire (5H12, 2.5 μg ml^*–*1^; eBioscience) and/or PE-conjugated anti-mouse CD80 (16-10A1, 1 μg ml^*–*1^; eBioscience) for 1 h at room temperature. After being washed with PBS, sections were incubated with appropriately labelled secondary antibodies or reagents. For Jmjd6 staining, cells were cultured on the poly-L-lysine coated glass-bottom culture dishes (Matsunami), fixed with 4% (w/v) paraformaldehyde for 15 min, and permeabilized with 0.1% Triton X-100 for 1 h. After being blocked with 10% horse serum for 30 min at room temperature, cells were then stained with 4′,6-diamidino-2-phenylindole (DAPI) (Dojindo Laboratories), Alexa Fluor 546-conjugated phalloidin (Life Technologies), and mouse anti-Jmjd6 antibody (mAb328, 5 μg ml^*–*1^; Synaptic Systems) for 1 h at room temperature, followed by incubation with Alexa Fluor 488-conjugated donkey anti-mouse IgG (Fab fragment, 1.5 μg ml^*–*1^; Jackson ImmunoReseach). To detect autoantibodies, acetone-fixed cryosections of C57BL/6 nude mouse tissues were incubated with diluted serum (1:40) obtained from grafted mice, followed by staining with Alexa Fluor 488-conjugated anti-mouse IgG (4 μg ml^*–*1^; Life Technologies). All images were obtained with a laser scanning confocal microscope (LSM510 META; Carl Zeiss).

### Cell preparation and culture

To enrich TECs, thymic lobes were prepared from E18.5 or 6–8-week-old C57BL/6 mice, cut into small pieces, and dispersed further with pipetting to remove the majority of thymocytes. The resulting thymic fragments were digested with 0.125% (w/v) collagenase D/dispase (Roche) and 0.1% (w/v) DNase I (Roche) in RPMI1640 medium for 1 h at 37 °C. The supernatants containing dissociated TECs were centrifuged and were washed with PBS. Before cell sorting, TECs were further enriched by depleting CD45^+^ haematopoietic cells using CD45 MicroBeads (Miltenyi Biotec), and stained with the relevant antibodies and reagents. Then, mTECs and cTECs were sorted as CD45^*–*^ MHC class II^*+*^ UEA-1^+^ cells and CD45^*–*^ MHC class II^*+*^ UEA-1^*–*^ cells, respectively. ES cells were developed from E3.5 blastocysts by using standard procedures. Integrity of ES cells was confirmed by staining them for alkaline phosphatase with a kit (Wako Pure Chemical Industries). ES cells were cultured in knockout D-MEM medium (Life Technologies) supplemented with 15% FCS (Life Technologies), 50 μM 2-mercaptoethanol (Nacalai tesque), 2 mM L-glutamine (Life Technologies), 100 U ml^–1^ penicillin (Life Technologies), 100 μg ml^–1^ streptomycin (Life Technologies) and ESGRO leukemia inhibitory factor (LIF) (Millipore) at final concentration of 1,500 units per ml. On the other hand, primary MEFs were generated from E13.5 WT and *Jmjd6*^−/−^ embryos. Primary MEFs were immortalized by transfection with a plasmid pCX4bsr-SV40ER (provided by T. Akagi, KAN Research Institute, Kobe, Japan). Immortalized MEFs were cultured in D-MEM medium (Wako Pure Chemical Industries) supplemented with 10% FCS (Nichirei Bioscience), 100 U ml^–1^ penicillin (Life Technologies) and 100 μg ml^–1^ streptomycin (Life Technologies).

### RNA-seq analysis and 3′ splice site scoring

Total RNA was extracted from WT and *Jmjd6*^−/−^ FTOC samples with (two samples for each category) or without (one sample for each category) RANKL stimulation. One mcirogram of total RNA was used for library construction with TruSeq RNA Sample Prep kit v2 (Illumina) according to the manufacture's protocol. Briefly, poly-A-containing mRNAs were purified using poly-T oligo-attached magnetic beads. The purified mRNAs were fragmented using divalent cations under elevated temperatures and then converted to dsDNA by two rounds of cDNA synthesis using reverse transcriptase and DNA polymerase I. After an end repair process, DNA fragments were ligated with adaptor oligos. The ligated products were amplified by eight cycles of PCR to generate RNA-seq library. Library integrity was verified by Bioanalyzer DNA1000 assay (Agilent Technologies). Sequencing was performed in 101-bp paired-end mode using an Illumina HiSeq (Illumina). A total of 177,060,020 reads were obtained for six samples. Filtered reads were mapped to the UCSC mm10 using the TopHat program (v2.0.10)^43^ with the default parameters. 

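The deposited table of FPKM values holds 22513 entries, of which 198 name more than 1 gene and 137 symbols occur on more than 1 entry. In all 6 libraries 3249 entries are at 0. The FPKM of a library summed to between 501418 and 564985, so the libraries had not been scaled to a common total. The 10 highest genes took 6.19% to 7.23% of the total. All of 80 housekeeping genes were above 0 in every library, the lowest value being 88.8 FPKM. In 30 genes a library at 0 stood beside another above 5 FPKM, and none of these pairs were replicates.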

The Cufflinks program (v2.1.1)^44^ was then used to assemble 22,448 transcripts and to calculate the fragments per kilobase of exon per million mapped fragments (FPKM) values, which are normalized measurement of gene expression levels, with the non-default parameters: -u—library-type fr-secondstrand. To identify differentially expressed genes, the ratio of the maximum FPKM to the minimum FPKM was compared among six samples. When the ratio was more than 3, the gene was regarded as being significantly altered in expression level. We added 0.1 to the FPKM value to avoid division by 0. This led us to identify 3,212 genes with differential expression. Among these, the expression levels of 2,536 genes were significantly associated with either RANKL treatment or Jmjd6 expression (*P*-value<0.05), and these genes were used for further analyses. 

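Applied to the deposited FPKM values, with 0.1 added, the same rule gave 3212 genes. The rule has no test and takes the extremes of 6 libraries, and its count depended on the added constant. It fell to 855 genes with 1 added and rose to 6614 with 0.01 added. Scaling the libraries to equal totals gave 3251 genes, and scaling by the median ratio to the mean library gave 3257. With each RANKL library left out in turn, 2629 to 3068 genes passed the rule.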

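The paper's text names no model for this P. The test that its statistics section names for the whole paper, the unpaired Student's t-test with both tails, was therefore taken on log2 values, with 4 stimulated against 2 unstimulated libraries for RANKL and 3 WT against 3 *Jmjd6*-/- libraries for Jmjd6. It selected 1533 genes, a count of selected genes without adjustment for the number of genes. On FPKM as deposited it selected 1143 genes, with a linear model holding RANKL and genotype together 1780, and with limma's adjusted p 1554. The constant added to FPKM moved the count most, to 553 genes with 1 added and 2139 with 0.01 added.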

Analysis of intron retention was performed as follows. According to the current gene annotation (‘known genes' in UCSC mm10), there are 188,208 introns in total. 

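Among the deposited FPKM values, 8081 genes exceeded 10 FPKM in at least 1 of the 6 libraries.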

As intron retention events should be observed in the genes with relatively high expression, we only focused on the genes with the maximum FPKM value more than 10 at least in one of the six samples. As a result, we obtained 84,708 introns. The reads mapped to these intronic regions were counted by the intersectBed program in the BEDTools utilities (v2.17.0)^45^ with –c option, and the counts are converted into the FPKM values for each intron (intronic FPKM). There are 1,051 introns with intronic FPKM more than 10 for at least one of the six samples, and the degree of intron retention (IR value) was calculated by dividing intronic FPKM value by conventional FPKM value for each gene. By filtering IR value of *Jmjd6*^−/−^ sample to that of WT sample more than 1.5, we finally selected 57 introns that are preferentially expressed in *Jmjd6*^−/−^ samples under RANKL stimulation. The 3′ splice site score was calculated by ‘Splice-Site analyser tool' (http://ibis.tau.ac.il/ssat/SpliceSiteFrame.htm)^46^. Shortly, the score expresses to what extent the splice-site sequences match the following consensus sequence: TTTTTTTTTTTCAG/G (‘/' indicate the intron/exon junction).

### RT-PCR and Southern blot analysis

After treatment with RNase-free DNase I (Life Technologies), RNA samples were reverse-transcribed with oligo(dT) primers (Life Technologies) and SuperScript III reverse transcriptase (Life Technologies) for amplification by PCR. The following PCR primers were used for RT-PCR and/or Southern blot analysis. *Aire* (exon 1 – exon 10); 5′-AGGTGGGGATGGAATGCTA-3′ and 5′-CCTCATTCCCAGCACTCAGTA-3′. *Aire* (exon 1 – exon 3); 5′-TAGACAGTGCCTTTCCGCTGCTGC-3′ and 5′-GGAGACGCTCTTTGAGGCCAGAGTTG-3′. *Actb*; 5′-TGGAATCCTGTGGCATCCATGAAAC-3′ and 5′-TAAAACGCAGCTCAGTAACAGTCCG-3′. *Jmjd6*; 5′-ACCACAAGAGCAAGAAGCGCATCC-3′ and 5′- AACCACGGGCTTGTAAGGCCTC-3′. *S100pbp*; 5′-TCCTCCAAAGAAACGGAAAA-3′, 5′-CCTAAGTGCGGGGATTACAA-3′, and 5′-TCCCCAGAATCCTTGTCAAA-3′. *Cbr1*; 5′- GGTGACCGGTGCTAACAAAG-3′, 5′-ATTGGGTGTGGAGATGGAAG-3′, and 5′-TCACCTCTGCTTGAATGTGG-3′. For Southern blot analysis, *Sac* I-*Sac* II fragment of *Aire* cDNA (560 bp-fragment corresponding to exons 3–8) was used as a probe. Quantification of the intensity was performed with BAS-2500 bio-imaging analyser and the Image Gauge 4.0 software (Fujifilm CO.). Identity of all detected bands was confirmed by sequencing.

Real-time PCR was performed on ABI PRISM 7,000 Sequence Detection System using the SYBR Green PCR Master Mix (both from Applied Biosystems). The following PCR primers were used: *Gapdh*; 5′-TGTGTCCGTCGTGGATCTGA-3′ and 5′-TTGCTGTTGAAGTCGCAGGAG-3′. *Aire*; 5′-GAAGCCAGATGGCAACTTGGA-3′ and 5′-ACAGAAGCTGCCATGGTCTGAA-3′. *Psmb11*; 5′-CTCTGTGGCTGGGACCACTC-3′ and 5′-TCCGCTCTCCCGAACGTGG-3′. *Col1a2*; 5′-CCGTGCTTCTCAGAACATCA-3′ and 5′-GAGCAGCCATCGACTAGGAC-3′. *Jmjd6*; 5′-AGAAACGCAGACCCCCTTAC-3′ and 5′-CCCTGAACTAAGGCATTCCA-3′. *Ins2*; 5′-CCACCAGCCCTAAGTGATCC-3′ and 5′-TAGAGAGCCTCCACCAGGTG-3′. *Spt1*; 5′-ACTCCTTGTGTTGCTTGGTGTTT-3′ and 5′-TCGACTGAATCAGAGGAATCAACT-3′. *Gad1*; 5′-CACCTGGAACCCTCACAA-3′ and 5′-ACTGCTTGTCTGGCTGGA-3′. All targets were standardized to *Gapdh* signals.

### Plasmids and transfection

For expression of N-terminally-tagged GFP- or mCherry- fusion proteins in mammalian cells, expression vector was created by subcloning a cDNA encoding EGFP or mCherry into pCI (Promega). The genes encoding the full-length Aire protein (mature Aire) and the truncated Aire protein (immature Aire) containing only exon 1 and exon 2 owing to intron 2 retention were subcloned into these vectors to analyse their subcellular localization in MEFs. Transfection was performed with Lipofectamine 2,000 reagent (Life Technologies). To create inducible expression system, the gene encoding HA-tagged immature Aire protein was subcloned in the pTRE2hyg vector (Clonetech) (designated pTRE2hyg-HA-immature Aire). After electroporation of pCI-GFP-mature Aire and pTRE2hyg-HA-immature Aire or pTRE2hyg into HEK293 Tet-On Advanced cells (Clonetech), cells were selected with 150 μg ml^–1^ hygromycin B (Wako Pure Chemical Industries) to develop stable transfectants. *Aire* minigene construct (GAG-type; 2.4 kb) was amplified using mouse genome DNA and subcloned into TAget Clone TM Plus (TOYOBO Co. Ltd.). After digestion with *Sal* I and *Not* I, the minigene construct was inserted into pSI vector (Promega) for transfection. The TTT-type minigene was generated by site-directed mutagenesis. The gene encoding the C-terminally GFP-tagged WT Jmjd6 was subcloned into pCI vector (designated pCI-Jmjd6-GFP). The 5 A mutant encoding alanines instead of H187, D189, K204, T285 and N287 was generated by site-directed mutagenesis. For splicing assay, *Aire* minigene plasmids (1 μg) was transfected into immortalized WT or *Jmjd6*^−/−^ MEFs (2 × 10^5^ cells) in 6-well plates with Lipofectamine 2000 reagent. To express Jmjd6 and its mutant in *Jmjd6*^−/−^ ES cells, these ES cells were electroporated with pCI-Jmjd6-GFP vector (WT or 5 A mutant) by using the Mouse ES Cell Nucleofector Kit (Lonza/Amaxa Biosystems). The GFP-positive ES cells were then sorted by FACSAria for RNA extraction 30 h after transfection.

### Immunoblotting

Cells were lysed on ice in 20 mM Tris-HCl buffer (pH 7.5) containing 1% Triton X-100, 150 mM NaC1, 1 mM EDTA, 1 mM EGTA, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_), and complete protease inhibitors (Roche). After centrifugation, the supernatants were mixed with an equal volume of 2 × sample buffer (125 mM Tris-HCl, 0.01% bromphenacyl bromide, 4% SDS, 20% glycerol and 200 μM dithiothreitol). Samples were boiled for 5 min and analysed by immunoblotting. The following antibodies were used: goat anti-actin (I-19; 1:1,000 dilution; Santa Cruz), mouse anti-GFP (B-2; 1:1,000 dilution; Santa Cruz), and rat anti-HA (3F10; 1:500 dilution; Roche). Before assays, HEK293 cells stably expressing both pCI-GFP-mature Aire and pTRE2hyg-HA-immature Aire or pTRE2hyg were treated with doxycycline (Dox; 10 μg ml^–1^; Clonetech) in the presence or absence of MG132 (10 μM; Sigma-Aldrich) for specified times. The signals were measured using ImageJ public-domain software (imagej.nih.gov/ij/) and standardized to β-actin. In Fig. 5c,d, images have been cropped for presentation. Full size images are presented in Supplementary Figure 9.

### Hydroxylation assays

Hydroxylation assays were performed as previously described^22^,^39^. Briefly, the assays consisted of the substrate mixture: LUC7-like2 peptide (LUC7L2_267–278_; 100 μM), 2-oxoglutarate (500 μM), ascorbate (100 μM) in Tris (50 mM, pH 7.5) and the enzyme mixture: FeNH_4_SO_4_ (100 μM) and recombinant Jmjd6 (100 μM) in Tris (50 mM, pH 7.5). The reaction was initiated by mixing the substrate and enzyme mixtures in a final volume of 20 μl and by incubating at 37 °C for 1 h. The reaction was quenched by adding 10 μl of 0.1% (w/v) CF_3_CO_2_H. Mass spectrometry analysis was performed using an Autoflex matrix-assisted laser desorption/ionization (MALDI) time-of-flight (TOF) mass spectrometer (Bruker Daltonics). The quenched reaction mixture was diluted 10-fold with 0.1% CF_3_CO_2_H and 2% acetonitrile, 1 μl of which was directly spotted onto 0.5 μl of α-cyano-4-hydroxycinnamic acid matrix on the MALDI target plate and allowed to dry. The mass corresponding to LUC7L2_267–278_ and LUC7L2_267–278_ +16, equivalent to one hydroxylation, were identified.

### Statistical analysis

For statistical analysis, *P* values were calculated with a two-tailed unpaired Student's *t*-test. *P* values <0.05 were considered significant. Error bars denote±s.d.

## Additional information

**Accession codes:** RNA-seq data have been deposited in the gene expression omnibus (GEO) database under accession code GSE61444.

**How to cite this article:** Yanagihara, T. *et al*. Intronic regulation of Aire expression by Jmjd6 for self-tolerance induction in the thymus. *Nat. Commun.* 6:8820 doi: 10.1038/ncomms9820 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Tables 1-2

## Figures and Tables

**Figure 1:**
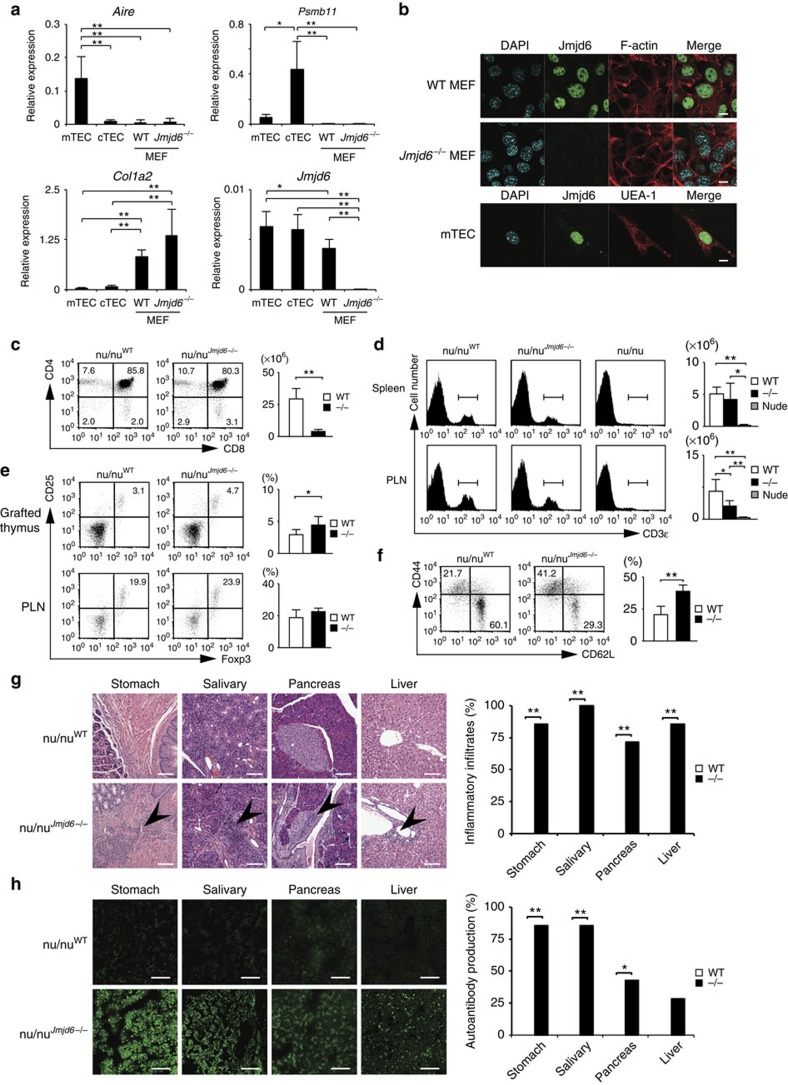
Jmjd6 expression in thymic stroma is required for T-cell tolerance induction. (**a**) Real-time PCR analyses for *Jmjd6* expression in mTECs, cTECs and MEFs. (**b**) Immunofluorescence staining showing nuclear localization of Jmjd6. UEA-1 was used to detect mTECs. Data are representative of two independent experiments. (**c**) Expression of CD4 and CD8 on thymocytes differentiated in the grafts. The number of total thymocytes was compared between nu/nu^WT^ (*n*=8) and nu/nu^*Jmjd6−/−*^ mice (*n*=7). (**d**) The numbers of CD3ɛ^+^ T-cells in the spleen and PLNs were compared among nu/nu^WT^ (*n*=8), nu/nu^*Jmjd6−/−*^ (*n*=7) and nude (*n*=3) mice. (**e**) The numbers of of CD25^+^Foxp3^+^ regulatory T-cells in the grafted thymi and PLNs were compared between nu/nu^WT^ (*n*=8) and nu/nu^*Jmjd6−/−*^ mice (*n*=7). (**f**) Expression of CD44 and CD62L on PLN CD4^+^ T-cells from nu/nu^WT^ (*n*=8) and nu/nu^*Jmjd6−/−*^ mice (*n*=7). (**g**) Haematoxylin and eosin staining of tissues from nu/nu^WT^ and nu/nu^*Jmjd6−/−*^ mice. Scale bars, 100 μM. The percentage of each organ with inflammatory infiltrates was compared between nu/nu^WT^ (*n*=8) and nu/nu^*Jmjd6−/−*^ (*n*=7) mice. (**h**) Immunofluorescence staining showing the presence of autoantibodies (green) in nu/nu^*Jmjd6−/−*^ mice. Scale bars, 100 μM. The percentage of mice with autoantibodies against each tissue was compared between nu/nu^WT^ (*n*=8) and nu/nu^*Jmjd6−/−*^ mice (*n*=7). Data are collected from four (**a**), six (**c**–**g**) and three (**h**) separate experiments and are expressed as mean±s.d. *P<0.05; **P<0.01 (two-tailed Student's *t*-test).

**Figure 2:**
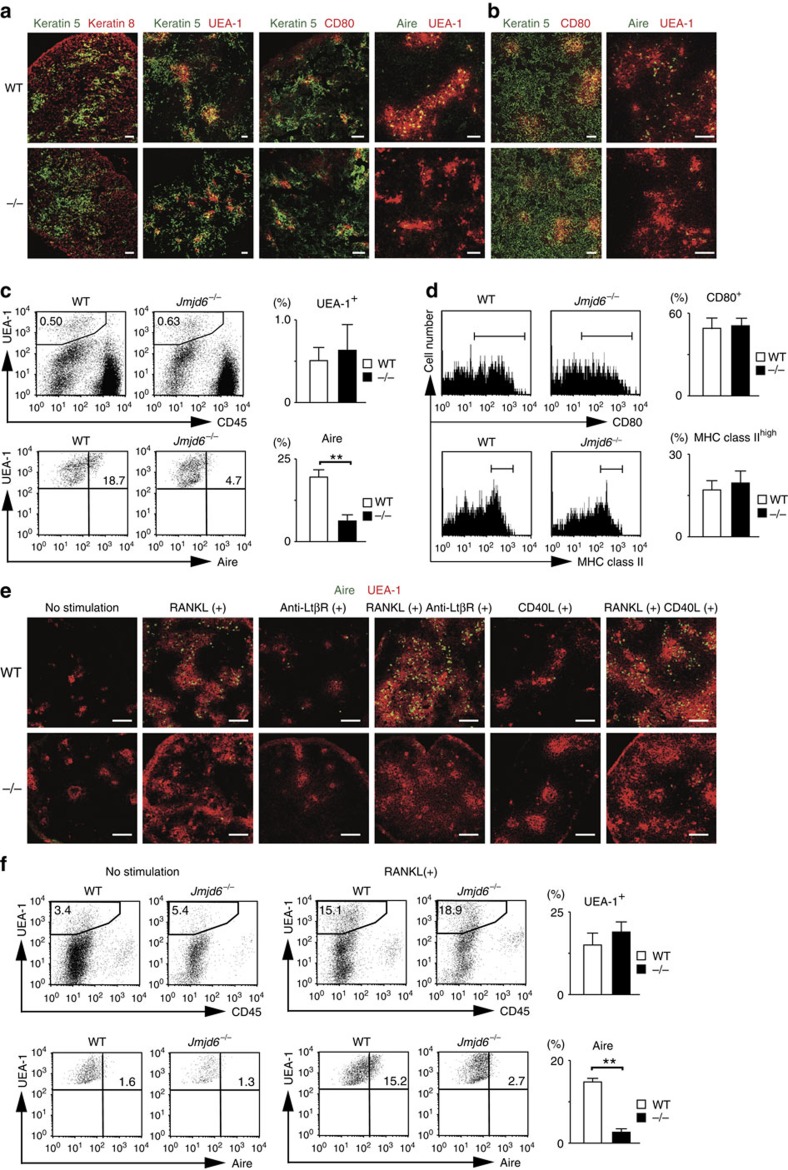
Defective Aire protein expression in *Jmjd6*^*−/−*^ mTECs. (**a**) Thymic sections from E18.5 WT and *Jmjd6*^*−/−*^ embryos were stained with UEA-1 and/or antibodies specific for keratin 5, keratin 8, CD80 and Aire. Scale bars, 50 μM. (**b**) Immunofluorescence analysis of thymi from WT and *Jmjd6*^*−/−*^ embryos grafted under the kidney capsule of C57BL/6 mice. Six weeks after engraftment, thymic sections were stained with UEA-1 and/or antibodies specific for keratin 5, CD80 and Aire. Scale bars, 50 μM. (**c**) Flow cytometric analyses for Aire expression in mTECs prepared from E18.5 embryos. The percentages of UEA-1^+^ mTECs and Aire^+^ UEA-1^+^ mTECs were compared between WT (*n*=3) and *Jmjd6*^*−/−*^ mice (*n*=5). (**d**) Flow cytometric analyses for expression of CD80 and MHC class II in mTECs prepared from E18.5 embryos. The percentages of CD80^+^ mTECs and MHC class II^high^ mTECs were compared between WT (*n*=3) and *Jmjd6*^*−/−*^ mice (*n*=4). (**e**) Following stimulation with RANKL, anti-LtβR antibody and/or CD40L for 4 days, 2-DG-treated fetal thymic stroma from WT and *Jmjd6*^*−/−*^ embryos were stained with UEA-1 and anti-Aire antibody. Scale bars, 50 μM. (**f**) Flow cytometric analyses for Aire expression in mTECs prepared from FTOC with or without RANKL stimulation. The percentages of UEA-1^+^ mTECs and Aire^+^ UEA-1^+^ mTECs were compared between RANKL-stimulated WT (*n*=3) and *Jmjd6*^*−/−*^ samples (*n*=3). Data are collected from three (**c**,**d**,**f**) separate experiments and are expressed as mean±s.d. **P<0.01 (two-tailed Student's *t*-test).

**Figure 3:**
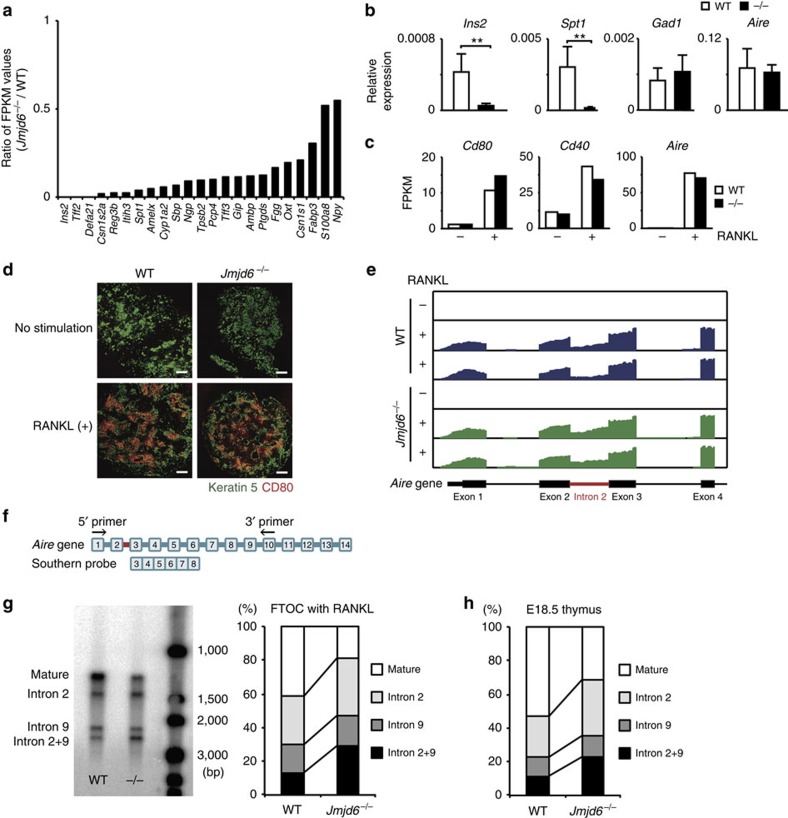
Jmjd6 controls Aire protein expression through intron retention. (**a**) Reduced expression of 23 Aire-dependent TSAs in *Jmjd6*^*–/–*^ thymic stroma. Data were obtained from RNAseq analyses for RANKL-stimulated samples. (**b**) Comparison of gene expression of Aire-dependent and -independent TSAs between RANKL-stimulated WT (*n*=5) and *Jmjd6*^*–/–*^ (*n*=5) thymic stroma by real-time PCR. *Ins2*, insulin 2; *Spt1*, salivary protein 1; *Gad1*, GAD67. Data are expressed as mean±s.d. **P<0.01 (two-tailed Student's *t*-test). (**c**) Comparable expression of *Cd80*, *Cd40* and *Aire* in WT and *Jmjd6*^*–/–*^ thymic stroma. Data were obtained from RNAseq analyses for RANKL-stimulated samples. (**d**) Following stimulation with RANKL for 4 days, 2-DG-treated fetal thymic stroma from WT and *Jmjd6*^*–/–*^ embryos were stained with antibodies specific for keratin 5 and CD80. Scale bars, 100 μM. Data are representative of three independent experiments. (**e**) RNA-seq read densities at the *Aire* gene locus. Data were obtained from WT and *Jmjd6*^*–/–*^ thymic stroma stimulated with (+) or without (–) RANKL. (**f**) Schematic representation of primers and a probe used for RT-PCR and Southern blotting. (**g**) RT-PCR and Southern blot analysis showing multiple *Aire* transcripts with or without retention of intron 2, intron 9, and intron 2 plus intron 9. The intensity of each band was compared between RANKL-stimulated WT and *Jmjd6*^*–/–*^ thymic stroma (*n*=3). (**h**) The frequency of each *Aire* transcript was compared between E18.5 WT (*n*=4) and *Jmjd6*^*–/–*^ (*n*=3) thymi, as in (**g**).

**Figure 4:**
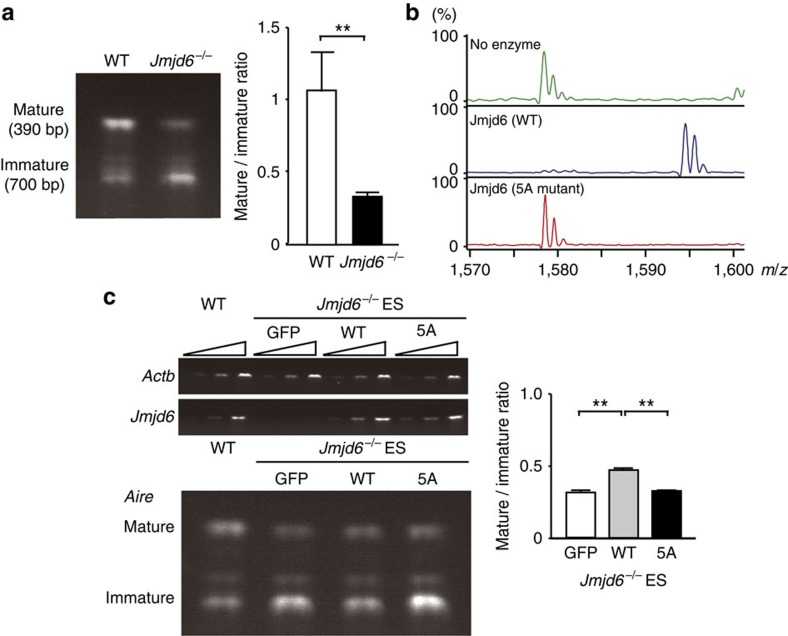
The enzymatic activity of Jmjd6 is required for intronic regulation of *Aire* gene. (**a**) Comparison of the ratio of mature (without intron 2) to immature (with intron 2) *Aire* transcript between WT and *Jmjd6*^*−/−*^ ES cells (*n*=4). Amplification of *Aire* cDNA was performed with primers specific for the sequence of the exons 1 and 3. (**b**) MALDI-TOF analyses for lysyl-hydroxylation of LUC7L2_267–278_ peptide. The mass corresponding to LUC7L2_267–278_ +16, equivalent to one hydroxylation, was identified in the presence of WT Jmjd6, but not 5A mutant. Data are representative of two independent experiments. (**c**) Effect of the 5A mutation on intron 2 retention of *Aire* gene. 30 h after transfection of *Jmjd6*^*−/−*^ ES cells with genes encoding GFP-fusion Jmjd6, GFP-fusion 5 A mutant or GFP alone, the ratio of mature to immature *Aire* transcript was analysed by RT-PCR (*n*=4). In (**a** and **c**), data are collected from four separate experiments and are expressed as mean±s.d. **P<0.01 (two-tailed Student's *t*-test).

**Figure 5:**
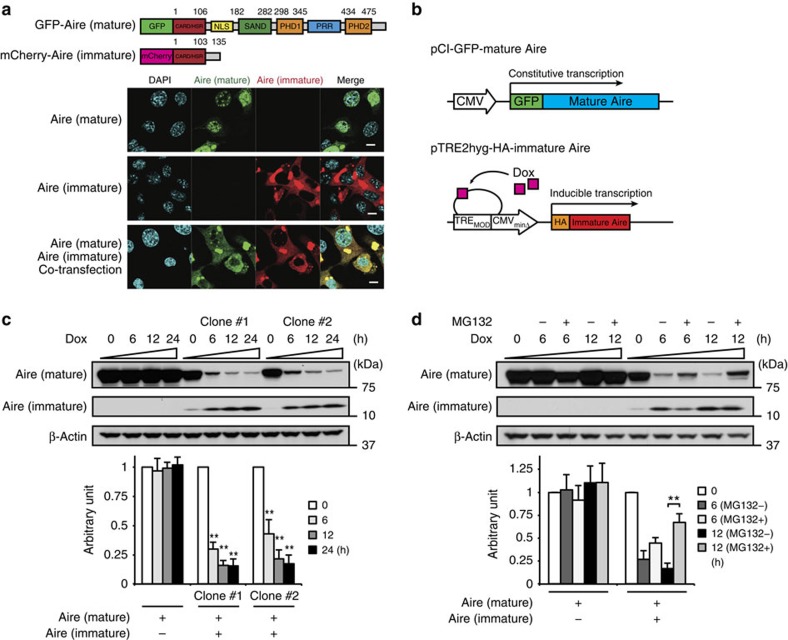
The effect of immature Aire protein on localization and stability of mature Aire protein. (**a**). Subcellular localization of GFP-tagged mature Aire protein and mCherry-tagged immature Aire protein generated by intron 2 retention. Data are representative of two independent experiments. (**b**) Schematic representation of pCI-GFP-mature Aire and pTRE2hyg-HA-immature Aire. (**c**,**d**) After treatment with doxycycline (Dox) for the indicated times in the presence or absence of MG132, expressions of mature and immature Aire proteins were analysed for HEK293 cells stably expressing both pCI-GFP-mature Aire and pTRE2hyg-HA-immature Aire or pTRE2hyg. Data (mean±s.d., *n*=3) are expressed as the level of mature Aire protein after normalization of the 0 h value to an arbitrary value of 1. **P<0.01 (two-tailed Student's *t*-test).

**Figure 6:**
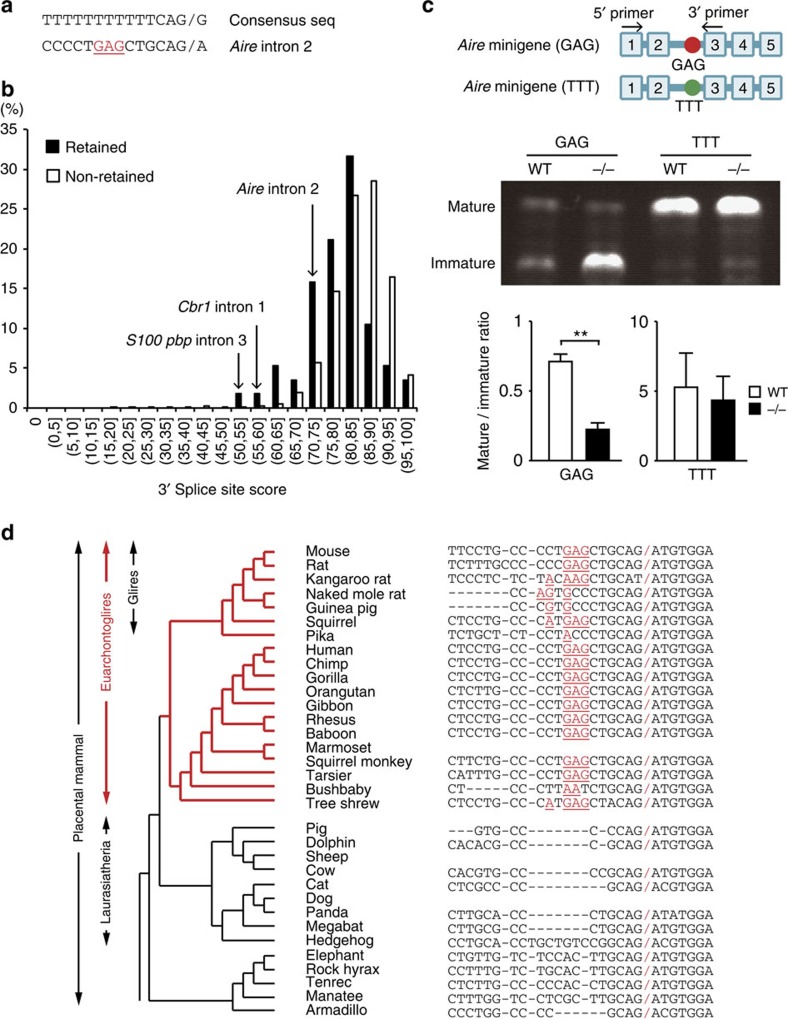
The 3′ splice site sequence is critical for intron 2 retention of *Aire* gene. (**a**) Comparison of 3′ splice site sequence of the *Aire* intron 2 with the consensus sequence. /, splice site. (**b**) Association between intron retention and 3′ splice site score revealed by comparing 57 retained introns with 188,151 unretained introns. (**c**) Effect of TTT mutation on intron 2 retention of minigene. Twenty-four hours after the transfection of WT and *Jmjd6*^*−/−*^ MEFs with GAG- or TTT-type minigene, the ratio of mature to immature transcript was analysed by RT-PCR (*n*=3). Data are collected from three separate experiments and are expressed as mean±s.d. **P<0.01 (two-tailed Student's *t*-test). (**d**) Comparison of the 3′ splice site sequence among different species. Non-canonical sequences at PPT site are indicated in red.

# Supplementary material for: Intronic regulation of Aire expression by Jmjd6 for self-tolerance induction in the thymus
**Source:** Nat Commun. 2015 Nov 4;6:8820. doi: 10.1038/ncomms9820
**Supplement:** Supplementary Information — Supplementary Figures 1-9 and Supplementary Tables 1-2

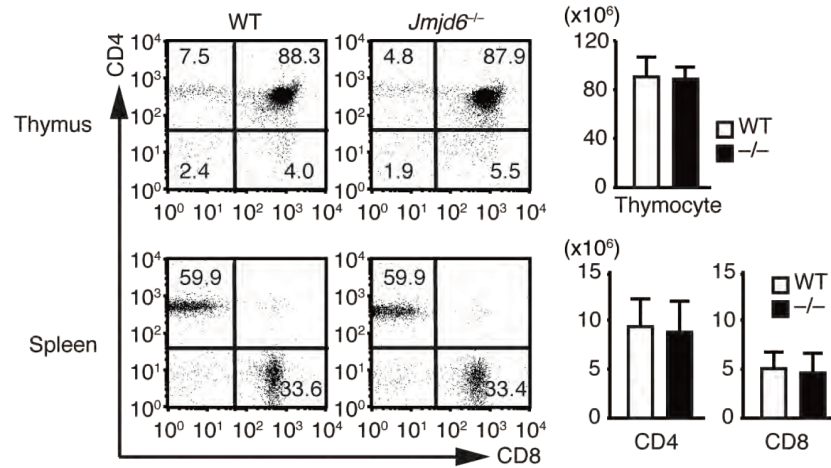

**Supplementary Figure 1 | Normal development of *Jmjd6*<sup>-/-</sup> thymocytes in chimeric mice reconstituted with fetal liver cells from the knockout mice.** 10 weeks after reconstitution of CD45.1 recipients with CD45.2 fetal liver cells from WT and *Jmjd6*<sup>-/-</sup> littermates ( $n = 5$ ), thymocytes and spleen cells were stained with antibodies specific for CD45.2, CD90.2, CD4 and/or CD8. The numbers of CD45.2<sup>+</sup> thymocytes, CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells were analysed.

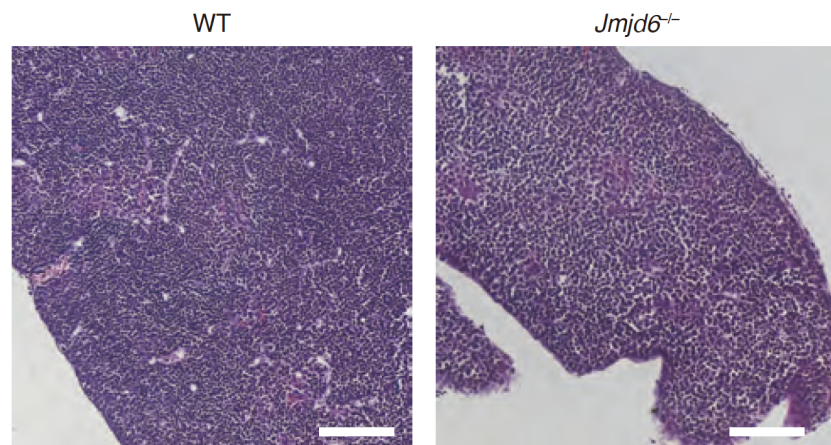

**Supplementary Figure 2 | Small, but normal architecture of the thymus from *Jmjd6*<sup>-/-</sup> embryos.** Haematoxylin and eosin staining of the thymus sections from E18.5 WT (*Jmjd6*<sup>+/+</sup>) and *Jmjd6*<sup>-/-</sup> embryos. Scale bars, 100 μm. Data are representative of three independent experiments.

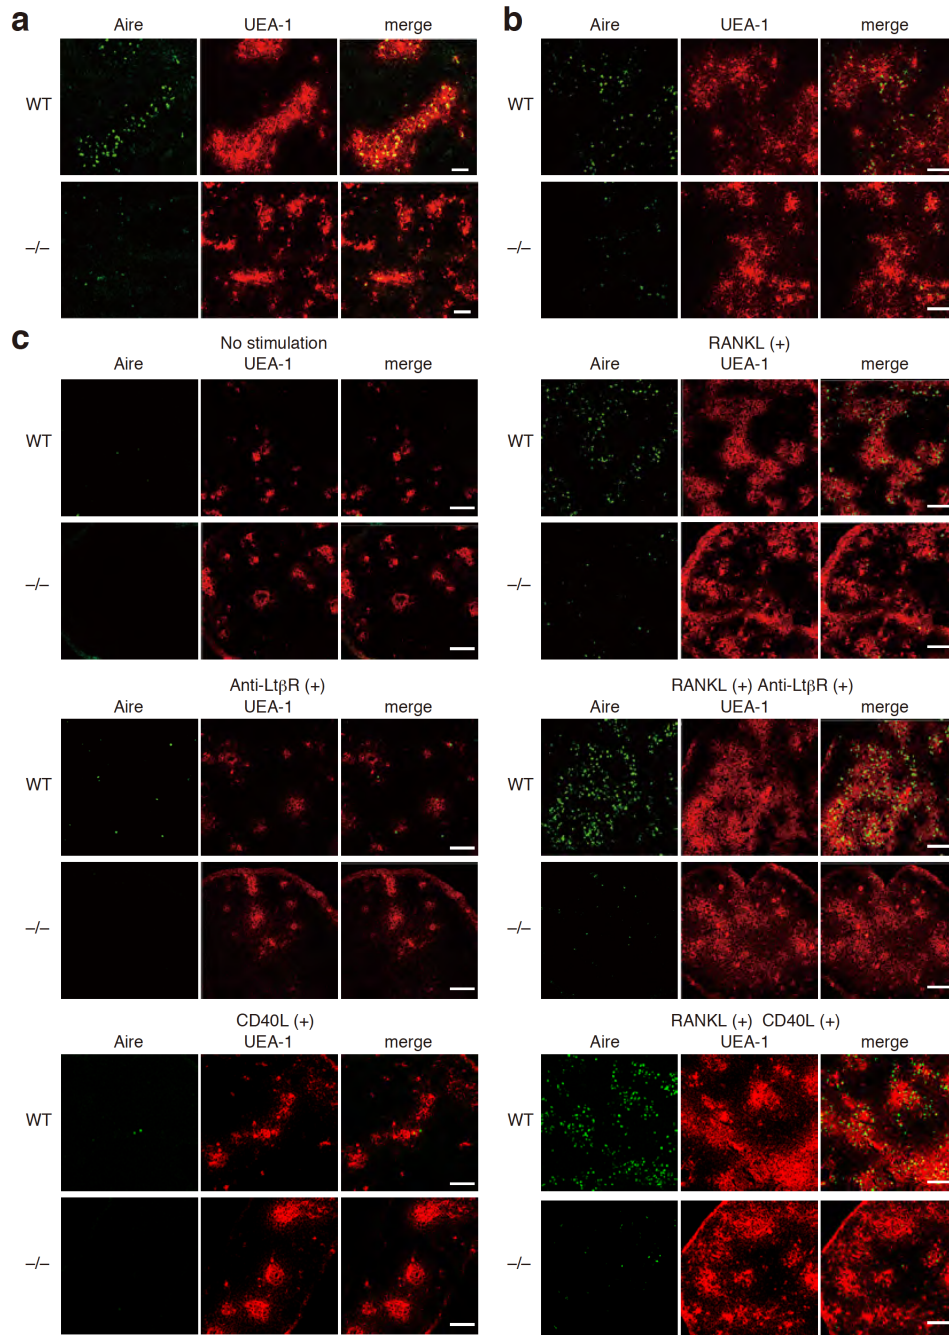

**Supplementary Figure 3 | Single colour images for Aire protein expression in mTECs.** E18.5 thymi (a), thymi grafted under the kidney capsule of C57BL/6 mice (b), and 2-DG-treated fetal thymic stroma stimulated with RANKL, anti-LtβR antibody and/or CD40L were stained with UEA-1 and anti-Aire antibody. Scale bars, 50 μm.

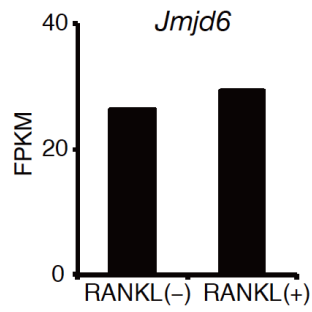

**Supplementary Figure 4 | Comparable expression of *Jmjd6* in fetal thymic stroma between before and after RANKL stimulation.** Data were obtained from RNAseq analyses for WT samples.

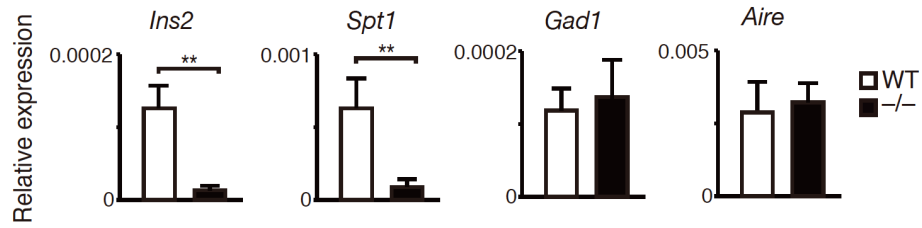

**Supplementary Figure 5 | Comparison of gene expression of Aire-dependent and -independent TSAs in E18.5 thymi.** The expressions of *Ins2*, *Spt1*, *Gad1*, and *Aire* were compared between WT ( $n = 9$ ) and *Jmjd6*<sup>-/-</sup> ( $n = 4$ ) thymi at E18.5 by real-time PCR. Data are expressed as mean  $\pm$  s.d. \*\* $P < 0.01$  (two-tailed Student's  $t$ -test).

| Exon 1                                                        | Exon 2 | Intron 2 | Exon 3 |
|---------------------------------------------------------------|--------|----------|--------|
| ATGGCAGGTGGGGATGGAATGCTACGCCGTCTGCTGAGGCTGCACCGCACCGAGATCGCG  |        |          |        |
| M A G G D G M L R R L L R L H R T E I A                       |        |          |        |
| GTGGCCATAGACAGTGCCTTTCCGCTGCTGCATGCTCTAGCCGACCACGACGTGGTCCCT  |        |          |        |
| V A I D S A F P L L H A L A D H D V V P                       |        |          |        |
| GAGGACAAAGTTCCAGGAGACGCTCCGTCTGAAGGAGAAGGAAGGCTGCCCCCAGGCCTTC |        |          |        |
| E D K F Q E T L R L K E K E G C P Q A F                       |        |          |        |
| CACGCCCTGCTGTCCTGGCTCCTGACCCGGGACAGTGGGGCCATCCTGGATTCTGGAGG   |        |          |        |
| H A L L S W L L T R D S G A I L D F W R                       |        |          |        |
| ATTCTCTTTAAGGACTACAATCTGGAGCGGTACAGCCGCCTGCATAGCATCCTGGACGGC  |        |          |        |
| I L F K D Y N L E R Y S R L H S I L D G                       |        |          |        |
| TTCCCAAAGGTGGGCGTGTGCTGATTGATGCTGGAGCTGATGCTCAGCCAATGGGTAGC   |        |          |        |
| F P K G G R V L I D A G A D A Q P M G S                       |        |          |        |
| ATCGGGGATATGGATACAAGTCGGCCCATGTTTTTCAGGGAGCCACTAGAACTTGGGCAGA |        |          |        |
| I G D M D T S R P M F S G S H * N L G R                       |        |          |        |
| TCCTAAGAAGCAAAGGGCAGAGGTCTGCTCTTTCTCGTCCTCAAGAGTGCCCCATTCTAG  |        |          |        |
| S * E A K G R G L L F L V L K S A P F *                       |        |          |        |
| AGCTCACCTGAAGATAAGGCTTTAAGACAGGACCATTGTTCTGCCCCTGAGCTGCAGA    |        |          |        |
| S S P * R * G F K T G P L F L P L S C R                       |        |          |        |
| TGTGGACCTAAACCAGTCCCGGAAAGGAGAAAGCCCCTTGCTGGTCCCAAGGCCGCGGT   |        |          |        |
| C G P K P V P E R E K A P C W S Q G R G                       |        |          |        |

**Supplementary Figure 6 | The intron 2 retention of *Aire* gene results in an appearance of a premature termination codon.** Predicted amino acid sequence of immature Aire protein generated by retention of intron 2 is shown.

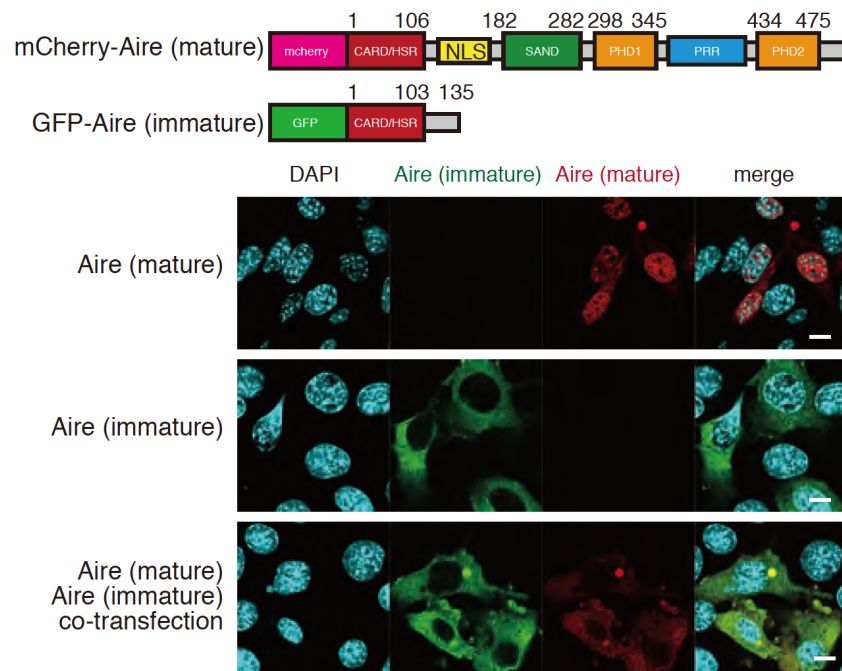

**Supplementary Figure 7 | Subcellular localisation of mature and immature Aire proteins.** Following expression of mCherry-tagged mature Aire protein and GFP-tagged immature Aire protein in MEFs, their localisation was analysed by confocal microscopy. Scale bars, 10 μm. CARD: caspase recruitment domain; HSR: homogenously staining region; SAND: Sp100, Aire, NucP41/75, DEAF1 domain; PHD: plant homeodomain; PRR: proline-rich region.

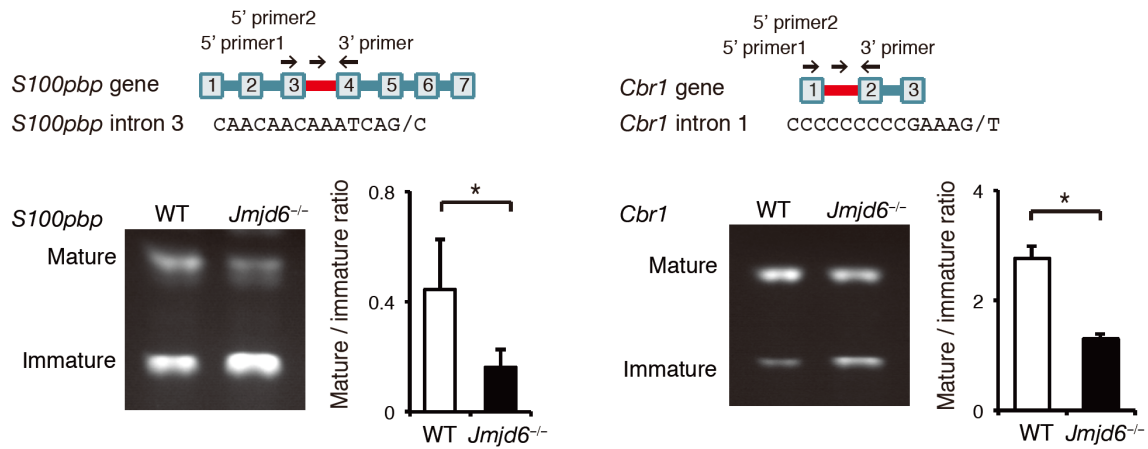

**Supplementary Figure 8 | Intron retention of other genes with low 3' splice site score.** The degrees of intron retention of *S100pbp* gene (intron 3) and *Cbr1* gene (intron 1) were compared between RANKL-stimulated WT ( $n = 4$  for *S100pbp* gene and  $n = 3$  for *Cbr1* gene) and *Jmjd6*<sup>-/-</sup> ( $n = 4$  for *S100pbp* gene and  $n = 3$  for *Cbr1* gene) thymic stroma. Data are expressed as mean  $\pm$  s.d. \* $P < 0.05$  (two-tailed Student's *t*-test).

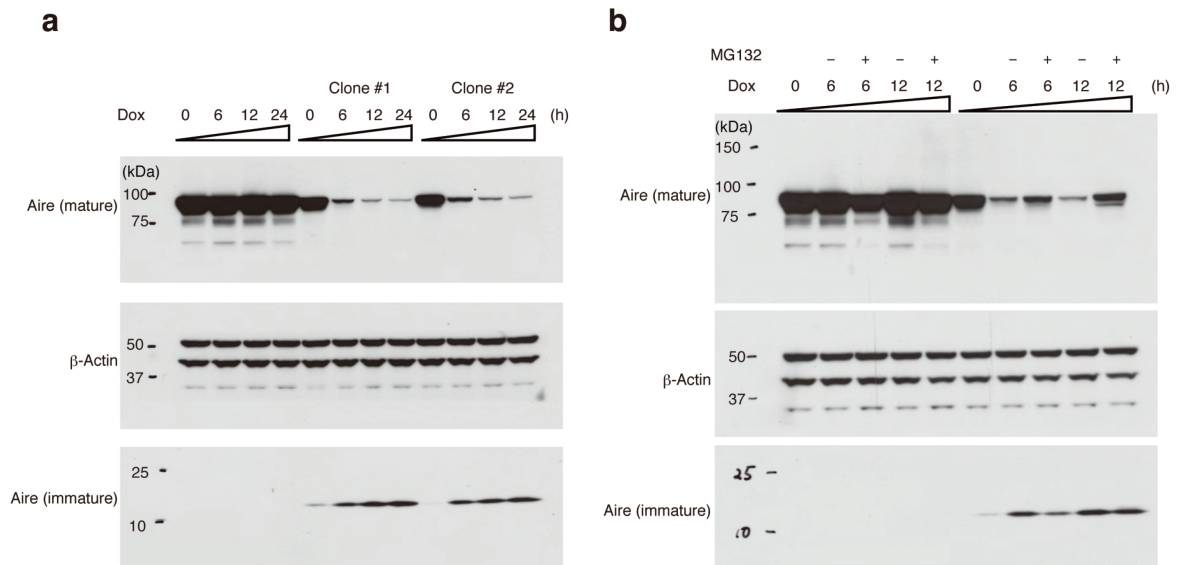

**Supplementary Figure 9 | Full size images for Western blots used in Figure 5.**

# Supplementary Table 1 | Top 200 genes that are induced in WT thymic stroma in response to RANKL stimulation at higher levels than those in *Jmjd6*<sup>-/-</sup> stroma

List number: 1 ~ 100

List number: 101 ~ 200

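Supplementary Table 1 lists 200 genes ordered by the ratio of their FPKM in *Jmjd6*-/- to that in WT stroma under RANKL. For all 200, both listed FPKM values equal the means of the 2 deposited RANKL libraries of each genotype. The highest ratio among them is 0.101, and in 79 genes it is 0 because both *Jmjd6*-/- libraries are at 0. In 151 genes the WT value is under 1 FPKM, so that few fragments stand behind the ratio. All 200 genes pass the 3-fold range over the 6 libraries, and 169 have a WT mean more than 3-fold above the *Jmjd6*-/- mean once 0.1 is added to each. In 197 the mean is higher in the stimulated libraries, and in 151 the stimulated WT mean is more than 3-fold above the unstimulated WT value. An unpaired test of RANKL on log2 values, 4 libraries against 2, selects 1 of the 200 as induced. It pools both genotypes, so genes picked for low values in *Jmjd6*-/- stroma can hardly pass it. The table holds 12 of the 23 genes of Fig. 3a.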

Twelve Aire-dependent TSAs are marked with yellow highlighting.

**Supplementary Table 2 | The list of 57 introns preferentially expressed in *Jmjd6*<sup>-/-</sup> thymic stroma under the RANKL-stimulated condition**

| list number | Gene                 | Intron   | The ratio of IR value of <i>Jmjd6</i> <sup>-/-</sup> sample to that of WT sample | Intron retention value in WT sample | Intron retention value in <i>Jmjd6</i> <sup>-/-</sup> sample | list number | Gene             | Intron | The ratio of IR value of <i>Jmjd6</i> <sup>-/-</sup> sample to that of WT sample | Intron retention value in WT sample | Intron retention value in <i>Jmjd6</i> <sup>-/-</sup> sample |
|-------------|----------------------|----------|----------------------------------------------------------------------------------|-------------------------------------|--------------------------------------------------------------|-------------|------------------|--------|----------------------------------------------------------------------------------|-------------------------------------|--------------------------------------------------------------|
| 1           | <i>Sl00pbbp</i>      | 3        | 3.42825734                                                                       | 0.27047233                          | 0.927248752                                                  | 30          | <i>Txn14a</i>    | 3      | 1.706000472                                                                      | 0.082061481                         | 0.139996926                                                  |
| 2           | <i>Cbr1</i>          | 1        | 3.30738527                                                                       | 0.04049109                          | 0.133919633                                                  | 31          | <i>Nop56</i>     | 6      | 1.701135181                                                                      | 0.133692333                         | 0.22742873                                                   |
| 3           | <i>Vps11</i>         | 10       | 2.884879665                                                                      | 0.105458228                         | 0.304234297                                                  | 32          | <i>Man2c1</i>    | 16     | 1.690245267                                                                      | 0.329898845                         | 0.557609962                                                  |
| 4           | <i>Prrc2a</i>        | 8        | 2.711950449                                                                      | 0.059476704                         | 0.161297874                                                  | 33          | <i>Tspan31</i>   | 5      | 1.685067695                                                                      | 0.187475271                         | 0.315908522                                                  |
| 5           | <i>Ddx26b</i>        | 1        | 2.685030587                                                                      | 0.081618597                         | 0.21914843                                                   | 34          | <i>Timm21</i>    | 4      | 1.683695194                                                                      | 0.256928351                         | 0.43258903                                                   |
| 6           | <i>Ube2m</i>         | 2        | 2.659745577                                                                      | 0.048185162                         | 0.128160271                                                  | 35          | <i>Hnrnp1</i>    | 7      | 1.68242653                                                                       | 0.092002312                         | 0.154787131                                                  |
| 7           | <i>Hmg20b</i>        | 7        | 2.617445318                                                                      | 0.051739902                         | 0.135426365                                                  | 36          | <i>Chd9</i>      | 2      | 1.67849814                                                                       | 0.985270891                         | 1.653775357                                                  |
| 8           | <i>Prrc2a</i>        | 30       | 2.391340405                                                                      | 0.081325095                         | 0.194475985                                                  | 37          | <i>Fuz</i>       | 8      | 1.647475947                                                                      | 0.782850521                         | 1.289727404                                                  |
| 9           | <i>Plekhj1</i>       | 2        | 2.387277122                                                                      | 0.226751957                         | 0.54131976                                                   | 38          | <i>Plekhj1</i>   | 5      | 1.63745942                                                                       | 0.341541693                         | 0.559260663                                                  |
| 10          | <i>Pkhd11l</i>       | 75       | 2.334304807                                                                      | 0.549947445                         | 1.283744964                                                  | 39          | <i>Irf3</i>      | 5      | 1.630857889                                                                      | 0.32267447                          | 0.526236204                                                  |
| 11          | <i>Cops7a</i>        | 8        | 2.307608184                                                                      | 0.071846992                         | 0.165794708                                                  | 40          | <i>Rbm5</i>      | 23     | 1.628831922                                                                      | 0.159769168                         | 0.26023712                                                   |
| 12          | <i>Srsf10</i>        | 2        | 2.238861496                                                                      | 0.165780036                         | 0.37115854                                                   | 41          | <i>Uba7</i>      | 6      | 1.609692625                                                                      | 0.307689811                         | 0.49528602                                                   |
| 13          | <i>Skint8</i>        | 1        | 2.175970102                                                                      | 0.129118081                         | 0.280957084                                                  | 42          | <i>Kidins220</i> | 29     | 1.599859191                                                                      | 0.138414848                         | 0.221444267                                                  |
| 14          | <i>Ap1m2</i>         | 5        | 2.170550377                                                                      | 0.088066785                         | 0.191153394                                                  | 43          | <i>BC029214</i>  | 1      | 1.599555002                                                                      | 0.689095368                         | 1.102245943                                                  |
| 15          | <i>Eml3</i>          | 17       | 2.150250987                                                                      | 0.218042424                         | 0.468845937                                                  | 44          | <i>Irf7</i>      | 5      | 1.597539383                                                                      | 0.119085713                         | 0.190244117                                                  |
| 16          | <i>Atp6v0b</i>       | 4        | 2.085221058                                                                      | 0.075801131                         | 0.158062115                                                  | 45          | <i>Naprt1</i>    | 1      | 1.58910856                                                                       | 0.25337335                          | 0.402637759                                                  |
| 17          | <i>Taf6l</i>         | 14       | 1.897699752                                                                      | 0.148860727                         | 0.282492965                                                  | 46          | <i>Snrnp48</i>   | 6      | 1.574525159                                                                      | 0.35379915                          | 0.557065663                                                  |
| 18          | <i>Scarf2</i>        | 7        | 1.887998528                                                                      | 0.172947711                         | 0.326525023                                                  | 47          | <i>Srpk2</i>     | 8      | 1.572642575                                                                      | 0.096223463                         | 0.151325114                                                  |
| 19          | <i>H2-Ke6</i>        | 2        | 1.880672697                                                                      | 0.097040036                         | 0.182500547                                                  | 48          | <i>Plekhj1</i>   | 4      | 1.57071895                                                                       | 0.418674079                         | 0.65761931                                                   |
| 20          | <b><i>Aire</i></b>   | <b>2</b> | <b>1.867887148</b>                                                               | <b>0.263046914</b>                  | <b>0.49134195</b>                                            | 49          | <i>Snapi</i>     | 1      | 1.559616974                                                                      | 0.113680697                         | 0.177298345                                                  |
| 21          | <i>Zmym5</i>         | 3        | 1.849485249                                                                      | 0.163334148                         | 0.302084097                                                  | 50          | <i>Akap8</i>     | 8      | 1.55456425                                                                       | 0.196468177                         | 0.305422404                                                  |
| 22          | <i>Chd3</i>          | 37       | 1.845131443                                                                      | 0.311798592                         | 0.575309386                                                  | 51          | <i>Al314180</i>  | 33     | 1.548912041                                                                      | 0.074812968                         | 0.115878706                                                  |
| 23          | <i>Hes6</i>          | 3        | 1.839043869                                                                      | 0.061730213                         | 0.11352457                                                   | 52          | <i>Aire</i>      | 10     | 1.52640764                                                                       | 0.292625432                         | 0.446665694                                                  |
| 24          | <i>Araf</i>          | 5        | 1.814846341                                                                      | 0.144023705                         | 0.261380894                                                  | 53          | <i>Zfp692</i>    | 7      | 1.523996414                                                                      | 0.347554975                         | 0.529672535                                                  |
| 25          | <i>0610011F06Rik</i> | 5        | 1.809018104                                                                      | 0.414154686                         | 0.749213325                                                  | 54          | <i>Tmc3</i>      | 13     | 1.512615164                                                                      | 0.25612313                          | 0.38741573                                                   |
| 26          | <i>Elmo3</i>         | 5        | 1.806219078                                                                      | 0.322610213                         | 0.582704721                                                  | 55          | <i>Coq2</i>      | 2      | 1.505363313                                                                      | 0.183380669                         | 0.276054532                                                  |
| 27          | <i>Actr1b</i>        | 5        | 1.773556426                                                                      | 0.175335923                         | 0.310968153                                                  | 56          | <i>Samd4b</i>    | 12     | 1.503608672                                                                      | 0.529322792                         | 0.795894341                                                  |
| 28          | <i>Per3</i>          | 20       | 1.740305714                                                                      | 0.314014268                         | 0.546480824                                                  | 57          | <i>Ikbkb</i>     | 12     | 1.502055826                                                                      | 0.220970325                         | 0.331909763                                                  |
| 29          | <i>Prrc2a</i>        | 9        | 1.711886285                                                                      | 0.117783468                         | 0.201631903                                                  |             |                  |        |                                                                                  |                                     |                                                              |

Intron retention (IR) value was calculated by dividing intronic FPKM value by conventional FPKM value for each gene.

How the deposited data were processed for this re-analysis (not part of the article)

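The data were the authors' FPKM values for genes in 6 libraries of 2-DG-treated fetal thymic stroma: 1 each from unstimulated WT and *Jmjd6*-/- stroma and 2 each from RANKL-stimulated WT and *Jmjd6*-/- stroma. The authors had sequenced poly-A RNA in paired-end mode, filtered the reads by a filter the paper does not specify, mapped them to mm10 with TopHat, and computed FPKM per gene with Cufflinks with multi-read correction and a strand-specific library type. The paper's description of library preparation names no step that keeps the strand, so values of adjoining or overlapping genes on opposite strands, such as *Jmjd6* and *Mettl23* or *Aire* and *Dnmt3l*, carry that doubt. The values were used as deposited. Their column totals differ, so no scaling to a common total had been applied. Genotype, stimulation and replicate were taken from the sample labels. The treatment field of the labels gives RANKL for every sample, while titles, the stimulation field and the paper separate the unstimulated ones. *Aire* and *Jmjd6* values were checked against these groups. The labels name the repeated libraries technical duplicates and the paper calls them samples.

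The depth of each library was estimated from the steps between low FPKM values (below 0.15 FPKM) and the transcript length, less 150 bp, as FPKM of single fragments are multiples of one unit. The estimates were 30900000 fragments for unstimulated WT, 28100000 and 16400000 for WT with RANKL, 15900000 for unstimulated *Jmjd6*-/-, and 26600000 and 19600000 for *Jmjd6*-/- with RANKL. They are approximate and sum to 137500000, while the paper reports 177060020 reads. If each end of a pair was counted as a read, that number stands for 88530010 fragments, and the limits below would be 1.55 times higher. A value of 0 was taken to allow up to 3 fragments, and folds against libraries at or under this limit were computed as lower bounds. Such limits cover counting error only.

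The paper's selection rule was applied as written. A gene passed when the largest over the smallest of its 6 values, with 0.1 added, exceeded 3. For the association with RANKL or Jmjd6, which the paper's text gives as a P under 0.05 without a model, the unpaired two-sided test of its statistics section was run on log2 values. A gene was counted as induced when the P for RANKL was under 0.05 and its mean was higher with RANKL, and as higher in WT when the WT mean with RANKL was more than 3-fold above the *Jmjd6*-/- mean. To see how much the shared use of libraries contributes, 20 data sets with the observed response to RANKL and no genotype difference were simulated from the observed spread. The noise was independent between genes, so shifts shared by many genes of a library were left out.

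For inference across genes, limma 3.58.1 in R 4.3.3 was used on log2 values with 0.1 added to FPKM, over genes with a mean of at least 0.1 FPKM, with a mean-variance trend and Benjamini-Hochberg adjustment. The effect of RANKL was estimated over both genotypes with genotype as a term. The genotypes were compared under RANKL in a model with a mean for each of the 4 conditions, and the unstimulated libraries, without replicates, add nothing to its spread. A difference in the response to RANKL between genotypes was tested in the same model. On simulated data, 71 of 100 genes changed between genotypes by 3.0 on the log2 scale were recovered among 73 called genes, and 93 of 100 genes changed by RANKL among 97 called genes. The rule for the 3-fold range recovered 200 of 200 changed genes and the rule for induced genes 53 of 53. A change of 3.0 on the log2 scale is well over 3-fold, so this recovery was nearly fixed in advance. The simulated rise with RANKL was the same in both genotypes, so genes rising only in WT were not covered. Unchanged genes that passed these 2 rules were not counted.

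Genes named in the text are those the paper names from its RNA-seq data, the 23 genes of Fig. 3a, the 5 genes with the largest change in each direction and comparison among genes past the threshold with a mean of at least 1 FPKM whose libraries do not overlap (for RANKL in both genotypes), and genes of 11 marker lists. The lists were written before the data were examined and cover mTECs, cTECs, mesenchyme, endothelium, mast cells, neutrophils, T cells, macrophages, the interferon response, the Y chromosome and X inactivation. *Mettl23*, *Srsf2*, *Rnf157*, *1810032O08Rik*, *Mxra7*, *Fezf2*, *Dnmt3l*, *Ube2d2b*, *Krtap3-2*, *Uba7*, *Hes6*, *Per3* and *Skint8* were singled out after their values were seen. A list's median log2 ratio was placed among 10000 random lists matched on mean expression in 20 bins, and lists were also tested with camera and fry.

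The alternatives were an added constant of 1 or 0.01, no filter or a filter at a mean of 1 FPKM, a fit without the trend, scaling to equal totals or by the median ratio to the mean library, leaving out each RANKL library in turn, the replicate number as a term, a fit of the 4 RANKL libraries only, and other readings of the paper's rule. Chosen after seeing the data were 5 further readings of the rule, limits at the lower depth above, lower bounds of a fall with each RANKL library left out, a fit without the filter that leaves out genes at 0 in all libraries, and a fit with the trend in GC content and transcript length taken out of each library over the 14806 tested genes with a known sequence. The coordinates of exons and introns of *Aire* come from the GENCODE annotation of the same assembly. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot matplotlib 3.10.9. Reads and intronic FPKM were not used here, so IR values were not recomputed. PCR, protein and tissue staining experiments were not analysed here.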

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

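Of the tests of an explanation in this part, only those of mast cells and of the sex of the embryos under RANKL were chosen for that use before the result was seen. The marker lists, the scalings and the list medians without single libraries were set before the data were examined.

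*Mettl23* drew attention because it is outside the genes the paper discusses and was nearly lost without Jmjd6. Its FPKM was 28.7 in unstimulated WT stroma, 24.5 and 31.6 in RANKL-stimulated WT stroma, 0 in unstimulated *Jmjd6*-/- stroma, and 0.0949 and 0 with RANKL. The log2 ratio under RANKL was -7.65 (SE 0.37, adjusted p = 0.0138), which depends on the added constant, and the *Jmjd6*-/- mean was at least 251-fold lower. Over the alternatives without a term for the replicate number the adjusted p ran from 0.0109 to 0.142, the latter without the filter on low values. *Mettl23* lies 65 bp from the entry of *Jmjd6* on chromosome 11. A change of the whole neighbourhood would also move other genes there. Of the 17 other tested genes within 500 kb, 0 passed the threshold, but so few genes would give 0.4 calls at the 2.34% of all tested genes. Their median absolute log2 ratio was 0.28, against 0.21 for all tested genes. The lowest were *Rnf157* (-1.10, adjusted p = 0.0775), *1810032O08Rik* (-0.89, adjusted p = 0.0752) and *Mxra7* (-0.87, adjusted p = 0.0826), while *Srsf2*, on the far side of *Mettl23*, was at -0.13. A smaller change of the neighbourhood cannot be told apart from a change of *Mettl23* alone, although no other gene there fell as far. Reads of *Jmjd6* counted on *Mettl23* cannot be told apart from a loss of *Mettl23* itself, because the table does not show where on each gene the fragments lie and the paper describes no step of library preparation that keeps the strand. *Mettl23* kept 0.169% of its WT FPKM and *Jmjd6* 6.41%. An effect of the targeted allele on the adjacent promoter stays open and was not tested.

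The interferon response list was lower in *Jmjd6*-/- stroma, with a median log2 ratio of -1.12 under RANKL and -1.5 between the unstimulated libraries. Of 10000 random lists matched on expression, 0.0% had a median as low. All 11 genes were lower in both *Jmjd6*-/- RANKL libraries than in both WT ones, 5 of them past the threshold. *Irf7* had 139 ± 31.7 FPKM (SD, n = 2) in WT and 35.2 ± 6.93 in *Jmjd6*-/- stroma under RANKL. The list passed camera with a preset correlation (adjusted p = 6.23e-11). It did not pass fry (adjusted p = 0.0506) or camera with an estimated correlation (adjusted p = 0.2845). All 11 genes had at least 1 FPKM in unstimulated WT stroma. Scaling between libraries left the median at -1.15, and leaving out WT RANKL replicate 2 left it at -0.89, which argues against either as the whole cause. A difference between cultures or pools of embryos that follows genotype stays open, as does an effect of Jmjd6, and neither was tested.

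Genes of mesenchyme and endothelium were also lower in *Jmjd6*-/- stroma. The median log2 ratio under RANKL was -0.78 for the 8 mesenchyme genes and -1.06 for the 7 endothelium genes, and it was -1.03 and -1.39 between the unstimulated libraries. Of random lists, 0.0% and 0.24% had medians as low under RANKL. Both lists passed fry (adjusted p = 0.0391), and neither passed camera with an estimated correlation (adjusted p = 0.234). The endothelium median was -1.66 without WT RANKL replicate 1, -1.39 without replicate 2 and -0.68 with a constant of 1. *Col3a1* fell from 240 ± 6.81 FPKM (SD, n = 2) to 120 ± 6.87 and *Pecam1* from 4.44 ± 0.552 to 1.26 ± 0.18. In unstimulated WT stroma all 8 mesenchyme and 6 of 7 endothelium genes had at least 1 FPKM. A higher share of epithelial cells would lower the genes of every other cell type alike. The median of the macrophage list exceeded that of the endothelium list by 0.87 on the log2 scale, so the fall was not equal in all of them. However, the T cell, neutrophil and mast cell medians were also lower (-0.63, -1.34 and -2.66). The cTEC median was 0.18 and the mTEC median -0.03. One list that differs cannot exclude a higher share of epithelial cells as a part of the cause. Fewer mesenchymal and endothelial cells in the *Jmjd6*-/- cultures, or lower expression in them, also stay open and were not tested.

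Genes of mast cells were lower in *Jmjd6*-/- stroma, with a median log2 ratio of -2.66 under RANKL over 9 tested genes of 13. With a constant of 1 in place of 0.1 the median was -0.81 and with 0.01 it was -4.94, since most of these genes are near 0 in *Jmjd6*-/- stroma. Between the unstimulated libraries it was -0.63. The study's list of its top 200 genes holds 5 of the 13, and unstimulated WT stroma had 2 of the 13 at 1 FPKM or more. Among 6 mast cell genes outside that list, 4 were higher in both WT RANKL libraries. The most abundant of them was *Hdc*, with 16.6 ± 0.631 FPKM (SD, n = 2) in WT and 2.84 ± 0.728 in *Jmjd6*-/- stroma. *Kit* did not differ, with a log2 ratio of -0.01, but it was also at 3.20 FPKM in unstimulated WT stroma, where most genes of the list were near 0. Mast cells in the WT cultures cannot be told apart from induction of these genes in the stroma, because 3 of the 4 genes are under 1 FPKM in WT and the remaining one rises with RANKL.

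The Y chromosome genes were nearly absent from the unstimulated *Jmjd6*-/- library, with a median log2 ratio of -7.04 to unstimulated WT. *Ddx3y* had 29.1 FPKM in unstimulated WT and 0.0237 in unstimulated *Jmjd6*-/- stroma, for which a pool with few or no male embryos is a candidate explanation. *Xist* had 36.8 and 81.5 FPKM in them. The X inactivation list had a median of 1.01 between these libraries and 0.16 under RANKL. For genes differing between the unstimulated libraries, sex and genotype cannot be told apart, because each is a single library. Under RANKL, 0 of the 4 Y chromosome genes separated the genotypes and their median log2 ratio was -0.37, which was 0.64 without *Jmjd6*-/- RANKL replicate 2 and -1.39 without replicate 1. The X and Y chromosomes held 1.88% of the genes that differed between genotypes under RANKL, against 3.44% of tested genes, which argues against sex as the source of these calls. The *Jmjd6*-/- RANKL libraries differed from each other in the Y chromosome genes by a median log2 difference of -2.09 (replicate 2 minus replicate 1), which technical duplicates of 1 RNA pool would not show. *Xist* differed between the replicates of both genotypes under RANKL, with 71.8 and 30.9 FPKM in WT and 28.2 and 65.9 FPKM in *Jmjd6*-/- stroma.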

How the results depend on the processing

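All alternatives were set before the data were examined, except the tests named here as chosen after the results were seen. Those are the fit without genes at 0 in all libraries, the fit with the trend in GC content and transcript length taken out, 5 readings of the selection rule, a lower depth, and lower bounds of a fall without single libraries.

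The log2 changes of *Aire*, *Cd80*, *Cd40* and *Jmjd6* kept their direction and their side of the threshold under each alternative that was run for them, apart from *Jmjd6* between genotypes, which had an adjusted p of 0.12 without the filter on low values (range over the alternatives without a term for the replicate number 0.0116 to 0.12). Neither scaling moved any main count by more than 1.5 times. The median log2 ratio of all tested genes moved by less than 0.1 under either.

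The constant added to FPKM changed many values. With 1 in place of 0.1 the median ratio of the 23 TSAs was -0.78, the 3-fold range held 855 genes, 553 were associated with RANKL or Jmjd6, 396 were induced and 4 of these were 3-fold higher in WT. With 0.01 the median was -3.90, the range held 6614 genes, 128 genes were induced and 3-fold higher in WT, and by limma 180 genes and 4 TSAs were lower in *Jmjd6*-/- stroma. The constant's effect follows from the many values near 0.

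Without the filter on low values, limma gave 788 genes rising and 299 falling with RANKL, 1 lower and 1 higher in *Jmjd6*-/- stroma, and 0 TSAs lower (19 at an unadjusted p under 0.05). The smallest adjusted p between genotypes was 0.0234. Leaving out only genes at 0 in all libraries gave 0 lower, 0 higher and 0 TSAs, against 2326, 1117 and 22 at an unadjusted p under 0.05. So the calls between genotypes depend on the filter, and the cause was not tested. With a filter at 1 FPKM, 172 genes and 4 of 8 TSAs tested were lower, where fewer genes were tested. Without the mean-variance trend 398 genes fell with RANKL (the cause was not tested). With the trend in GC content and length taken out, 541 genes were lower and 233 higher in *Jmjd6*-/- stroma, and 349 of the 372 earlier calls were among them.

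With the replicate number as a term (replicate block), 1077 genes and 20 TSAs were lower and 382 genes higher in *Jmjd6*-/- stroma. The numbers pair only 2 libraries of each genotype, and the difference of replicate 1 minus replicate 2 correlated at -0.078 across genes between the genotypes, so nothing in the data shows that the libraries are pairs. The crossed pairing was not fitted.

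Leaving out a RANKL library moved the limma counts for RANKL from 979 to 2165 rising and from 153 to 1478 falling genes. The lowest came without *Jmjd6*-/- RANKL replicate 1, where 979 rose and 153 fell, and without replicate 2, where 1098 rose and 181 fell. Without WT RANKL replicate 1, 2152 rose and 1387 fell, and without WT RANKL replicate 2, 2165 and 1478. The induced genes 3-fold higher in WT ran from 20 to 40, with 20 without WT RANKL replicate 2 and 25 without replicate 1. The TSA median ran from -2.92 without WT RANKL replicate 1 to -2.01 without replicate 2. Among lists, the cTEC median was 0.40, the macrophage median 0.15 and the mTEC median 0.19 without WT RANKL replicate 2, against 0.18, -0.19 and -0.03 with all libraries. Without WT RANKL replicate 1 they were 0.01, -0.47 and -0.16, and the mTEC median was 0.01 without *Jmjd6*-/- RANKL replicate 2. The Y chromosome median, -0.37 with all libraries, was 0.64 without *Jmjd6*-/- RANKL replicate 2 and -1.39 without replicate 1. The X inactivation median, 0.16 with all libraries, ran from -0.41 without WT RANKL replicate 2 to 0.72 without replicate 1, was -0.01 without *Jmjd6*-/- RANKL replicate 2, and was -0.02 with a constant of 1. The T cell median ran from -0.98 without WT RANKL replicate 1 to -0.20 without replicate 2. The direction of the mTEC, macrophage, Y chromosome and X inactivation medians thus depends on single libraries.

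For genes induced and higher in WT, other readings gave 0 genes with the test on FPKM as deposited (649 induced), 100 with a linear model of RANKL and genotype, 106 with limma, 139 with a test of 2 against 2 libraries, 346 with a ratio above 3 in place of the P for RANKL and 688 by direction only. Chosen after seeing the counts, the readings by direction gave 875, with the linear model 918 and 1078, and with the ratio above 3 they gave 995. Among genes induced by the ratio above 3, 28.2% had a 3-fold higher mean in WT and 81.0% any higher mean. In 20 simulations without a genotype difference, and without shifts shared by many genes of a library, these shares were 2.04% and 58.1%. Among single named genes, 22 fell below the threshold without the filter, 7 with a constant of 0.01, 6 without the trend, 4 with a constant of 1, 4 with the filter at 1 FPKM and 1 with median-ratio scaling, and 13 passed it with the replicate number as a term.

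The depth sets the limit for genes near 0. The paper's number of reads, taken as counting each end, gives a depth 1.55 times lower than the estimate. At that depth 17 of the 23 TSAs in place of 13 were at or under 3 fragments in both *Jmjd6*-/- RANKL libraries, and the lower bounds of the fall were 161-fold for *Mettl23*, 24.3-fold for *Reg3b*, 20.5-fold for *Mcpt2* and 13.1-fold for *Retn*. At the estimated depth and with each RANKL library left out in turn, the bounds ran from 218 to 296 for *Mettl23*, from 18.9 to 56.5 for *Reg3b*, from 17.2 to 46.4 for *Mcpt2* and from 9.84 to 30.9 for *Retn*. In *Ins2* and *Defa21* the WT means themselves lie under the limit for *Jmjd6*-/- stroma, which allows 3 fragments in each library separately. A limit over both libraries together was not computed.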

Differences from the paper's values

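No test in this part was chosen after its result was seen, apart from the readings of the rule said to be so.

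The paper reports 2536 genes associated with RANKL or Jmjd6, and the test of its statistics section on log2 values gave 1533. Of the alternatives set before the data were examined, a constant of 0.01 (2139) and a linear model of RANKL and genotype (1780) came within 1.5 times the paper's number. A constant of 1 (553), either scaling (1528 and 1551), FPKM as deposited (1143), limma (1554) and leaving out each RANKL library in turn (1073 to 1200) did not.

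The paper reports 1850 genes induced by RANKL, and 976 were found here. A constant of 0.01 (1323), the linear model (1238) and direction in place of the P for RANKL (1237) came within 1.5 times. A constant of 1 (396), either scaling (967 and 1008), FPKM as deposited (649), limma (1139), a ratio above 3 in WT (1229) and leaving out each RANKL library (757 to 882) did not. The linear model with direction in place of the P for RANKL gave 1459, a reading chosen after seeing the values.

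The paper reports 1020 of these as higher in WT, and 40 were found here, by a test of RANKL over both genotypes that genes low in *Jmjd6*-/- stroma can hardly pass. Direction only (688) came within 1.5 times. A constant of 1 (4) or 0.01 (128), either scaling (40 each), FPKM as deposited (0), the linear model (100), limma (106), a ratio above 3 in WT in place of the P for RANKL (346), a test of 2 against 2 libraries (139) and leaving out each RANKL library (20 to 40) did not. Readings chosen after seeing the values gave 875, 918, 995 and 1078 genes, and all of these use direction only for the comparison with *Jmjd6*-/- stroma. None of the settings gave the paper's number for any of these counts.

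The paper places all 23 genes of Fig. 3a among the genes induced by RANKL and higher in WT. By the rule as read here 3 of the 23 were induced and 1 was also 3-fold higher in WT. The test of RANKL takes both genotypes as 1 stimulated group, so genes low in *Jmjd6*-/- stroma, for which these were picked, have a wide spread in it and can hardly pass. The low counts follow from this reading of the rule and say little about induction in WT, where all 23 were higher in both RANKL libraries than in the unstimulated one. Of the 200 genes of its Supplementary Table 1, 1 was induced by this rule. With a ratio above 3 of stimulated to unstimulated WT stroma in place of the P, 151 of the 200 were, and 197 had a higher mean with RANKL.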

Other observations

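Of the tests in this part, those of GC content and transcript length, and the use of the lowest gene in place of the median in the test of mTECs, were chosen only after the result was seen.

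The fall of the Aire-dependent TSAs could come from fewer mTECs in the *Jmjd6*-/- cultures. Aire and the 12 tested genes of the mTEC list would then fall with them. The lowest log2 ratio among these was -0.54 (*Ctss*), against a median of -2.53 for the TSAs, which argues against this explanation. The mTEC list had a median of -0.03, with 4 genes lower and 4 higher in both *Jmjd6*-/- libraries. It moved to 0.19 without WT RANKL replicate 2 and to -0.16 without replicate 1. Unstimulated WT stroma had 12 of its 13 genes at 1 FPKM or more. Scaling by the median ratio left the TSA median at -2.56, and taking out the trend in GC content and transcript length left it at -2.49, so neither explains it. Among the biological explanations, less Aire protein, as the paper reasons, and an effect of Jmjd6 on these genes apart from Aire stay open and were not tested.

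The WT RANKL libraries lay further apart than the *Jmjd6*-/- RANKL libraries, with 420 against 39 genes over 2-fold apart. Differences in GC content and transcript length in the libraries are a candidate explanation. Over 10 groups of genes ordered by GC content, the median difference between the WT replicates changed by 0.62, against 0.01 between the *Jmjd6*-/- replicates. Over groups ordered by transcript length it changed by 0.45, against 0.04. The groups are made of many genes from the same few libraries, and whether these trends came from library preparation was not tested. No biological explanation was tested.

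The cTEC list had a median log2 ratio of 0.18 under RANKL and was at 0.40 without WT RANKL replicate 2 and 0.01 without replicate 1. All 9 genes had at least 1 FPKM in unstimulated WT stroma. The neutrophil list (8 of 11 genes tested) had a median of -1.34, with *Ltf* higher in *Jmjd6*-/- stroma at a log2 ratio of 2.43. Of its genes, 3 were picked by the study. The T cell list had a median of -0.63 over only 4 tested genes of 10, and the macrophage list -0.19, moving to 0.15 without WT RANKL replicate 2 and -0.47 without replicate 1. These lists did not pass fry at an adjusted p of 0.05, with 0.371 for cTECs, 0.135 for neutrophils, 0.104 for T cells, 0.543 for macrophages and 0.72 for mTECs. The cTEC median lay above the range of 95% of random lists (upper limit 0.16), and the neutrophil and macrophage medians lay below it (lower limits -0.55 and -0.11). The neutrophil list also passed camera with its preset correlation (adjusted p = 0.0126), but not with the correlation estimated from these libraries (adjusted p = 0.585). No marker list shares a gene with another marker list, but 2 neutrophil genes (*Ngp* and *S100a8*) and 1 mast cell gene (*Tpsb2*) are among the 23 TSAs.

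*Gad1*, which encodes GAD67, had 0.456 ± 0.137 FPKM (SD, n = 2) in WT and 0.582 ± 0.0193 in *Jmjd6*-/- stroma under RANKL, a log2 ratio of 0.32 (SE 0.33, adjusted p = 0.675). It rose with RANKL by 2.40 (SE 0.29, adjusted p = 0.00296).

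The response to RANKL was not shown to differ between genotypes for any gene, but each genotype had only 1 unstimulated library, so the test cannot decide this. Those libraries also differed from each other in the Y chromosome genes. The test of this difference gave 0 genes at an adjusted p under 0.05 (smallest 0.702), and 546 lower and 118 higher responses in *Jmjd6*-/- stroma at an unadjusted p under 0.05. Both *Jmjd6*-/- RANKL libraries lay below both WT ones in 4168 of the 15894 tested genes and above them in 3889, where chance alone gives 16.7% in each direction. Of genes rising with RANKL 13 were higher in *Jmjd6*-/- stroma, and of genes falling with RANKL 10 were lower and 13 higher.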
